# A Cross-Species Analysis Reveals a General Role for Piezo2 in Mechanosensory Specialization of Trigeminal Ganglia from Tactile Specialist Birds

**DOI:** 10.1016/j.celrep.2019.01.100

**Published:** 2019-02-19

**Authors:** Eve R. Schneider, Evan O. Anderson, Viktor V. Feketa, Marco Mastrotto, Yury A. Nikolaev, Elena O. Gracheva, Sviatoslav N. Bagriantsev

## Abstract

A major challenge in biology is to link cellular and molecular variations with behavioral phenotypes. Here, we studied somatosensory neurons from a panel of bird species from the family Anatidae, known for their tactile-based foraging behavior. We found that tactile specialists exhibit a proportional expansion of neuronal mechanoreceptors in trigeminal ganglia. The expansion of mechanoreceptors occurs via neurons with intermediately and slowly inactivating mechanocurrent. Such neurons contain the mechanically gated Piezo2 ion channel whose expression positively correlates with the expression of factors responsible for the development and function of mechanoreceptors. Conversely, Piezo2 expression negatively correlates with expression of molecules mediating the detection of temperature and pain, suggesting that the expansion of Piezo2-containing mechanoreceptors with prolonged mechanocurrent occurs at the expense of thermoreceptors and nociceptors. Our study suggests that the trade-off between neuronal subtypes is a general mechanism of tactile specialization at the level of somatosensory system.

## In Brief

Schneider et al. perform a cross-species analysis of somatosensory neurons from tactile specialist birds. The study reveals a trade-off in the expansion of Piezo2-containing neuronal touch receptors at the expense of temperature and pain receptors as part of a general mechanism that accompanies mechanosensory specialization.

## INTRODUCTION

Mechanosensory neurons from trigeminal ganglia (TG) mediate the initial detection of the mechanical stimuli in the bill, tongue, and oral cavity and are essential for tactile-based foraging. Ducks employ various foraging strategies, including dabbling, straining, filtering, pecking, and grazing (Avilova, 2018; Avilova et al., 2018; Berkhoudt, 1980; McNeil et al., 1992; Saxod, 1978; Zweers, 1977). Wood ducks (*Aix sponsa*) often feed by visually guided pecking, searching for food items such as acorns and seeds in shallow wetlands (Drobney and Fredrickson, 1979). Ruddy ducks (*Oxyura jamaicensis*) are divers, feeding by straining benthic ma terial underwater (Tome and Wrubleski, 1988). Harlequin ducks (*Histrionicus histrionicus*) and hooded mergansers (*Lophodytes cucullatus*) obtain most of their food by diving, often under conditions of poor visibility. Lesser scaups (*Aythya affinis*) are diver-pursuers, but also rely on the tactile location of food (Tome and Wrubleski, 1988). The Pekin duck (*Anas platyrhynchos domesticus*), a domesticated descendant of the mallard, and its close relative the black duck (*Anas rubripes*) are probably the most sophisticated tactile foragers and are the most well studied (Zweers, 1977). While it is difficult to compare physiological sensitivities to touch among the duck species directly, Pekin and black ducks are tactilely guided dabblers known to possess an exceptional ability to forage almost entirely based on the sense of touch. In controlled experiments, Pekin ducks were able to catch fast-moving tadpoles in complete darkness. The application of anesthetic on the bill surface suppresses foraging efficiency, consistent with a tactile-based mechanism (Avilova, 2017). Some species are nocturnal foragers (black, mallard, ruddy, and scaup), while others are primarily diurnal (harlequin and merganser) or crepuscular (wood) (McNeil et al., 1992).

Food preferences and foraging behaviors of these species suggest that some are more capable tactile foragers than others, which could be reflected in the composition and functional properties of somatosensory neurons in TG. We tested this by performing a correlative analysis of the abundance of mechanosensory neuronal types in TG, the proportion of neurons expressing the mechanogated ion channel Piezo2, and the expression levels of markers of mechanoreceptors versus thermo- and nociceptors in TG from seven species of Anatidae from six genera (Figures 1A and S1). Because functional specialization of sensory neurons in ducks completes before hatching, we used tissues isolated from late-stage embryos (Saxod, 1978; Schneider et al., 2017).

## RESULTS

### Mechanoreceptor Expansion in Duck TG Occurs via an Increase in Neurons with Intermediate and Slow Mechanocurrent

To quantify the proportion of mechanosensitive neurons, we used whole-cell electrophysiology to record mechanically activated (MA) current from dissociated TG in response to stimulation with a glass probe (McCarter et al., 1999). We found that the abundance of neurons responding to mechanical stimulation varied significantly across duck species, from lowest in wood duck to highest in Pekin duck (33.7% and 68.8% of all TG neurons, respectively; χ^2^ test; p < 0.0001) (Figures 1B and 1C). However, even in wood duck, the proportion of mechanoreceptors was higher than that found earlier in chicken (19.8% of all TG neurons), a strictly visually foraging bird (Schneider et al., 2017). These data show that the proportional expansion of mechanosensitive neurons in TG is a general phenomenon among Anatidae waterfowl, consistent with the idea that many duck species are tactilely guided foragers.

The duration of MA current determines the amount of depolarizing ionic flux, serving as a critical determinant of neuronal mechanosensitivity. In vertebrates, somatosensory neurons exhibit one of three types of MA current: with fast, intermediate, or slow kinetiscs of inactivation (inactivation constant: τ_inact_ <10 ms for fast, τ_inact_ = 10–30 ms for intermediate, τ_inact_ > 30 ms for slow) (Coste et al., 2007, 2010; Hu and Lewin, 2006; Rugiero et al., 2010; Schneider et al., 2014, 2017; Wetzel et al., 2007). The three types of MA current are mediated by more than one mechanically gated ion channel (Ranade et al., 2015). We aimed to determine which neuronal population, as defined by its characteristic type of MA current, contributed most to the increase in the proportion of trigeminal mechanoreceptors among the duck species. We found a strong positive linear correlation between total fraction of mechanosensitive neurons and neurons with intermediate and slow MA current (total versus intermediate, Pearson *r* = 0.95, p = 0.001; total versus slow, *r* = 0.65, p = 0.115; total versus intermediate + slow, *r* = 0.88, p = 0.008) (Figures 1D–1F). The proportion of neurons with fast MA current, which mediates the detection of light touch in mice, did not correlate with mechanoreceptor expansion (total versus fast, *r* = 0.37, p = 0.408) (Figure 1G) (Ranade et al., 2014). The number of active channels on the surface and their sensitivity to stimulation affect the apparent mechanocurrent activation threshold, defined as the minimal indentation that elicits MA current. We found that the threshold remained unchanged in all groups, suggesting that the expansion of neurons with intermediate and slow MA current is not accompanied by a significant change in sensitivity or an increase in expression of the underlying ion channels (Figures S2A–S2C). We also did not detect a difference in input resistance among comparable groups of neurons from the seven duck species (Figures S2D–S2F).

Our data suggest that the increase in the proportion of trigeminal mechanoreceptors across the seven duck species occurs via an expansion of neurons with intermediate and slow MA current. Slowly and intermediately inactivating mechanosensitive currents provide longer-lasting depolarization than a fast inactivating current of comparable amplitude and may increase the chance of action potential firing in response to mechanical stimulation. Thus, the high proportion of neurons with slow and intermediate mechanosensitive currents in TG is expected to potentiate mechanical sensitivity at the level of individual sensory neurons.

### Neurons with Intermediate and Slow Mechanocurrent Positively Correlate with Abundance of Piezo2^+^ Cells

The mechanically gated ion channel Piezo2 is the only known mechanotransducer in vertebrate somatosensory neurons responsible for the detection of touch (Anderson et al., 2017; Ranade et al., 2015). In mice, the deletion of Piezo2 selectively obliterates fast MA current (Ranade et al., 2014), whereas in Pekin duck, the depletion of Piezo2 leads to downregulation of intermediate and slow MA current (Schneider et al., 2017). This suggests that the contribution of Piezo2 to neuronal mechano-sensitivity varies by species and that the kinetics of Piezo2 inactivation could be part of the mechanism supporting mechanosensory potentiation in tactile foraging animals. To test this, we performed a correlative analysis of the proportion of mechanosensitive trigeminal neurons and neurons that express Piezo2, as determined by RNA *in situ* hybridization, in TG of six duck species (Figure 2). We found a strong positive correlation between the percentage of Piezo2^+^ neurons and the percentage of neurons with intermediate and slow MA current (Piezo2 versus intermediate + slow, Pearson *r* = 0.83, p = 0.040; Piezo2 versus intermediate, *r* = 0.73, p = 0.101; Piezo2 versus slow, *r* = 0.74, p = 0.095) (Figures 3A–3C). Neurons with fast MA current, however, showed no correlation with Piezo2^+^ cells (Piezo2 versus fast, *r* = 0.19, p = 0.717) (Figure 3D). The total number of neurons per TG section did not differ among the species (Figure S3). Altogether, our data suggest a general mechanism of mechanoreceptor expansion in TG of tactile foraging ducks via an increase in the proportion of Piezo2^+^ neurons with intermediate and slow MA current. However, it is possible that neurons without Piezo2 or neurons expressing another unknown mechanosensitive ion channel together with Piezo2 also contribute to mechanoreceptor expansion.

### *PIEZO2* Expression Negatively Correlates with the Expression of Nociceptive Markers

Previously, we determined that the abundance of Piezo2-expressing mechanoreceptors is higher in Pekin duck TG than in chicken (*Gallus domesticus*), suggesting that mechanoreceptor expansion in tactile foragers could occur at the expense of other functional neuronal groups, such as nociceptors (Schneider et al., 2017). To functionally validate the observed decrease in nociceptors, we performed live-cell ratiometric calcium imaging of Pekin duck TG neurons treated with allyl isothiocyanate (AITC), a specific agonist of TRPA1, an ion channel specific to polymodal nociceptors in birds (Saito et al., 2014). We found that 18.6% ± 3.3% (mean ± SEM, n = 158 cells) of neurons responded to AITC (Figure S4), a markedly lower population than the 34% of TRPA1-positive neurons in chicken (Saito et al., 2014). Given functional validation of previous *in situ* hybridization data, we sought to understand whether the trade-off between mechanoreceptors and other neuronal types, mainly thermo- and nociceptors, is a general strategy employed by tactile foraging birds. To do this, we performed transcriptome analysis of trigeminal ganglia isolated from six duck species and domestic chicken and determined a correlation between the expression of *PIEZO2* and that of well-established markers of mechanoreceptors and nociceptors.

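Trigeminal ganglia, which hold the cell bodies of the sensory neurons of the face and bill, were taken from 21 embryos shortly before hatching, with 3 birds in each of 7 species. The 6 ducks were Pekin duck, black duck, lesser scaup, ruddy duck, harlequin duck and wood duck, and chicken served as the visually foraging bird. Because incubation time differs between species, the embryonic day differed too, from days 19 to 21 in chicken to days 30 to 31 in ruddy duck. The authors aligned the reads to both the duck and the chicken genome, counted them over protein-coding genes, converted the counts to RPKM (read counts scaled by transcript length and by the number of reads) and joined both gene lists by symbol. Of the 20451 genes in the deposited table, 12264 stand in both annotations, 5454 in the chicken annotation alone and 2733 in the duck annotation alone. The table gives 1 RPKM value per gene and species, the authors' mean over the 3 birds. The spread between birds therefore cannot be read from it, and no mean of a species carries an error here. The paper states a range of read pairs per sample, but the table does not give the depth of any bird. The RPKM values of a species sum to between 340453 in chicken and 415033 in ruddy duck, and these sums are not read depths. Ruddy duck stood apart from the other ducks, with 2636 genes at least 2-fold away from the mean of the other 6 species on the log2(RPKM + 1) scale, against 393 in black duck and 657 in wood duck. In chicken the number was 3926. For each marker, Pearson's *r* and Spearman's rho with *PIEZO2* were computed across the 7 species means, with a two-sided exact permutation p over all assignments of the *PIEZO2* values to the species and Benjamini-Hochberg adjustment over the 8 markers. The same was done among the 6 ducks alone, which leave 720 assignments. The exact p treats the species as unrelated, although Pekin duck and black duck share a genus and chicken lies outside the duck family. Shared descent was not modelled. Each correlation was computed again without chicken and harlequin duck, the 2 species whose *PIEZO2* level lies farthest from the median.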

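*NTRK2* and *MAF* were both lowest in chicken. *NTRK2*, which encodes the neurotrophin receptor TrkB (duck gene 101797842, chicken gene 396157), had a level of 21.1 RPKM in chicken and a mean of 45.3 RPKM over the 6 ducks (SD between duck species 6.70). Among the ducks it was highest in black duck, at 58.8 RPKM, and lay between 41.3 and 44.4 RPKM in the others. *MAF*, a transcription factor gene (duck gene 101800496, chicken gene 693248), had a level of 2.62 RPKM in chicken and between 17.8 and 19.8 RPKM in every duck, a 7.11-fold difference between the duck mean and chicken. Across the 7 species, *r* with *PIEZO2* was 0.771 for *NTRK2* (exact p = 0.0454, adjusted p = 0.0606) with a rho of 0.643 (exact p = 0.139, adjusted p = 0.159). For *MAF*, *r* was 0.772 (exact p = 0.0964, adjusted p = 0.0964) and rho was 0 (exact p = 1). In the ducks alone, *r* was 0.327 for *NTRK2* (exact p = 0.5681) and -0.248 for *MAF* (exact p = 0.660). Without chicken and harlequin duck, *r* was 0.403 for *NTRK2* and -0.776 for *MAF* (exact p = 0.425 and 0.150). Without harlequin duck alone it was 0.856 and 0.888 (exact p = 0.0375 and 0.158). The call of *NTRK2* did not hold without chicken, where its *r* was smaller and still above 0, nor without Pekin, black, ruddy or wood duck, where *r* was no smaller than across the 7 species (exact p between 0.0597 and 0.0792). *MAF*, which had no call across the 7 species, turned negative without chicken.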

We found a strong positive correlation between the expression of *PIEZO2* and *NTRK2* (TrkB), a receptor tyrosine kinase, and *MAF* (c-MAF), a transcription factor, both responsible for proper development of mechanoreceptors (*PIEZO2* versus *NTRK2*, Pearson *r* = 0.77, p = 0.042; *PIEZO2* versus *MAF*, *r* = 0.77, p = 0.042) (Figure 4A; Table S1) (Dhandapani et al., 2018; Kobayashi et al., 2005; Lallemend and Ernfors, 2012; Wende et al., 2012). Similarly, *PIEZO2* positively correlated with the mechanoreceptor marker heavy-chain neurofilament *NEFH* (NF200) and the calcium-binding protein S100b (*PIEZO2* versus *NEFH*, *r* = 0.72, p = 0.069; *PIEZO2* versus *S100β*, *r* = 0.86, p = 0.013) (Figure 4A; Table S1). 

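*NEFH*, the heavy neurofilament of large myelinated axons (duck gene 101795792, chicken gene 417020), ranged among the ducks from 326 RPKM in ruddy duck to 769 RPKM in black duck and stood at 288 RPKM in chicken. *S100B*, a calcium-binding protein gene that glial cells also express (duck gene 101795584, chicken gene 424038), was highest in Pekin duck at 220 RPKM, followed by ruddy duck at 196 RPKM and lesser scaup at 173 RPKM. It was 92.2 RPKM in harlequin duck and 52.2 RPKM in chicken, so the duck mean was 2.96-fold the chicken level. The correlation of *S100B* with *PIEZO2* had an *r* of 0.861 (exact p = 0.00972, adjusted p = 0.0579) and a rho of 0.893 (exact p = 0.0123, adjusted p = 0.0492). That of *NEFH* had an *r* of 0.718 (exact p = 0.0718, adjusted p = 0.0821) and a rho of 0.679 (exact p = 0.110, adjusted p = 0.146). Within the ducks, *r* was 0.751 for *S100B* (exact p = 0.0764) and 0.617 for *NEFH* (exact p = 0.193). Without chicken and harlequin duck it was 0.551 and 0.327 (exact p = 0.308 and 0.575), over 120 assignments of the 5 remaining species. Without harlequin duck alone, *S100B* kept its call (*r* = 0.842, exact p = 0.0264). Its call did not hold without chicken, where *r* was smaller and still above 0, and *NEFH* had no call across the 7 species. Without ruddy duck, *r* of *NEFH* was 0.874 (exact p = 0.0278).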

In duck bill skin, touch is detected by Grandry and Herbst corpuscles, the analogs of the mammalian Meissner and Pacinian corpuscles, respectively. The corpuscles are tuned to detect transient touch and vibration and are innervated by rapidly adapting Aβ-type trigeminal mechanoreceptors (Gottschaldt, 1974; Schneider et al., 2017). *NTRK2* (TrkB) is critical for rapidly adapting mechanoreceptor development and function and is expressed in nerve terminals and lamellar cells of Pacinian and Meissner corpuscles (Cabo et al., 2015; Calavia et al., 2010; Dhandapani et al., 2018). In mice, the deletion of *MAF* (c-MAF) decreases the number of Meissner and Pacinian corpuscles and attenuates corpuscle function (Wende et al., 2012). In humans and mice, *S100β* is expressed in both neuronal and somatic components of Meissner and Pacinian corpus-cles (Fleming et al., 2016; García-Suárez et al., 2009; Gonzalez-Martinez et al., 2003; Heidenreich et al., 2011; Luo et al., 2009). Thus, the positive correlation between *PIEZO2* with these molecules is consistent with their role in light touch detection by rapidly adapting mechanoreceptors.

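Further genes of mechanoreceptors and large-diameter fibers were listed before the deposited table was examined, but after values of the paper's Table S1 had been seen. Of 24 such genes with a mean of at least 1 RPKM, 14 had an *r* with *PIEZO2* above 0 and 10 below 0. At an exact p under 0.05, 5 were positive and none was negative, and none passed when adjusted over the list alone or over all genes tested. The 5 were *CNTNAP2*, a protein of the juxtaparanode (*r* = 0.94), the sodium channel gene *SCN1A* (*r* = 0.90), the fast potassium channel gene *KCNC1* (*r* = 0.86), the middle neurofilament gene *NEFM* (*r* = 0.79) and *RUNX3*, a transcription factor of proprioceptive neurons (*r* = 0.77). *CNTNAP2* averaged 88.0 RPKM in the ducks and 25.2 RPKM in chicken, and *SCN1A* averaged 59.8 and 31.0 RPKM. *PVALB*, which encodes the calcium-binding protein parvalbumin, averaged 266 RPKM in the ducks and 4.93 RPKM in chicken, with an *r* of 0.58 (exact p = 0.181). The calcium-binding protein gene *CALB1*, at 4.45 RPKM in the ducks and 34.0 RPKM in chicken, had an *r* of -0.75 (exact p = 0.124). The median *r* of the list was 0.306, against 0.138 over all genes tested (exact p = 0.307).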

Conversely, *PIEZO2* expression strongly and negatively correlated with *NTRK1* (TrkA), a receptor tyrosine kinase required for proper development of most C-type nociceptors and temperature receptors (*PIEZO2* versus *NTRK1*, *r* = −0.79, p = 0.034) (Figure 4B; Table S1) (Lallemend and Ernfors, 2012). 

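*TAC1* and *TRPA1* were highest in chicken and, among the ducks, in wood duck. *TAC1* (duck gene 101797279, chicken gene 420573) had a level of 420 RPKM in chicken, 401 RPKM in wood duck and 223 RPKM in harlequin duck, and between 106 and 130 RPKM in the other ducks. *TRPA1* (duck gene 101793347, chicken gene 420180) had a level of 124 RPKM in chicken, 99.2 RPKM in wood duck and 29.1 RPKM in Pekin duck. Across the 7 species, *r* of *TAC1* with *PIEZO2* was -0.811 (exact p = 0.0429, adjusted p = 0.0606) and rho was -0.821 (exact p = 0.0341, adjusted p = 0.0910). For *TRPA1*, *r* was -0.821 (exact p = 0.0339, adjusted p = 0.0606) and rho was -0.893 (exact p = 0.0123, adjusted p = 0.0492). With the ducks alone, *r* was -0.639 for *TAC1* (exact p = 0.186) and -0.556 for *TRPA1* (exact p = 0.269). Without chicken and harlequin duck, *r* was -0.890 for *TAC1* (exact p = 0.117) and -0.997 for *TRPA1* (exact p = 0.00833), so neither value of *r* was smaller in size than across the 7 species, while the p of *TAC1*, over fewer assignments, no longer passed. With each duck left out in turn, *TAC1* lost its call in 4 of 6 cases (exact p up to 0.0889) and *TRPA1* in 3 of 6 (exact p up to 0.0653). With the species scaled by their median ratio, the exact p was 0.0502 for *TAC1* and 0.0702 for *TRPA1*, and after division by pan-neuronal genes *r* of *TRPA1* was -0.472 (exact p = 0.293). Of the 13 genes in that divisor, 6 stand in the chicken annotation alone, a class lower in the ducks in general. The divisor was largest in chicken (1.22), so its effect on *TRPA1* cannot be told apart from that of the annotation.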

We also found a strong negative correlation between *PIEZO2* and *TAC1*, the precursor of the nociceptive neuropeptide substance P, and *TRPA1*, the principal sensor of heat in birds and reptiles (*PIEZO2* versus *TAC1*, *r* = −0.81,p = 0.027; *PIEZO2* versus *TRPA1*, *r* = −0.82, p = 0.023) (Gracheva and Bagriantsev, 2015; Kurganov et al., 2014; Saito et al., 2014). Furthermore, *PIEZO2* expression negatively correlated with the voltage-gated sodium channel *SCN9A* (Na_v_1.7), a major contributor to action potential generation in nociceptors (*PIEZO2* versus *SCN9A*, *r* = 0.87, p = 0.010) (Figure 4B; Table S1) (Minett et al., 2012; Tanaka et al., 2017; Yang et al., 2017). 

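*SCN9A* (chicken gene 395946) had a level of 145 RPKM in chicken and a mean of 48.6 RPKM over the 6 ducks (SD between duck species 12.7), so chicken was 2.99-fold higher. Among the ducks it ranged from 33.5 RPKM in ruddy duck to 67.4 RPKM in wood duck. The correlation with *PIEZO2* was negative, with an *r* of -0.874 (exact p = 0.0145, adjusted p = 0.0579) and a rho of -0.714 (exact p = 0.0881, adjusted p = 0.141). Without chicken, *r* was -0.631 (exact p = 0.185), and with harlequin duck left out as well it was -0.643 (exact p = 0.267). Without harlequin duck alone it was -0.958 (exact p = 0.0292). The call did not hold without chicken, where *r* was smaller in size and still below 0. The deposited table lists *SCN9A* in the chicken annotation alone. Genes of that class were lower in the ducks in general, with a median log2 ratio of ducks to chicken of -0.78 over 1335 genes, against 0.26 over 9908 genes in both annotations. *SCN9A* had a log2 ratio of -1.56, between the lower and upper quartile of its class (-1.87 and 0.07). Its *r* with *PIEZO2* was more extreme within the class, at percentile 2.92 across the 7 species and 9.81 among the ducks.

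**Figure D1:**
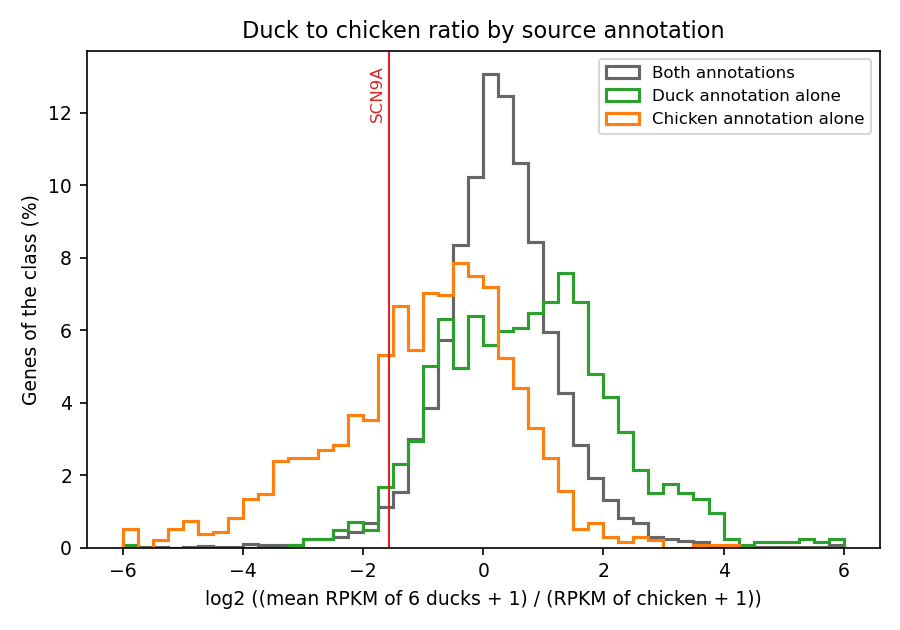
Distribution of the log2 ratio of the duck mean to chicken, with 1 added to each RPKM value (x axis), as the percentage of genes of each class (y axis), for genes in both annotations, in the duck annotation alone and in the chicken annotation alone; ratios beyond 6 in size are drawn in the end bins. The vertical line marks *SCN9A*, at -1.56, which lies within the range of the chicken annotation class, whose median is -0.78.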

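Of 19 thermo- and nociceptor genes beyond the paper's markers, listed in the same way as the mechanoreceptor genes and measured at a mean of at least 1 RPKM, 16 had an *r* with *PIEZO2* below 0 and 3 above 0. At an exact p under 0.05, 3 were negative, none was positive and 16 did not pass, and none passed when adjusted over the list alone or over all genes tested. The 3 were the artemin receptor gene *GFRA3* (*r* = -0.89, 99.5 RPKM in the ducks and 202 RPKM in chicken), the nociceptor transcription factor gene *PRDM12* (*r* = -0.86, 33.7 and 86.7 RPKM) and *GFRA1* (*r* = -0.82, 21.9 and 28.8 RPKM). The capsaicin receptor gene *TRPV1* differed from these, with 33.3 RPKM in the ducks and 17.9 RPKM in chicken. Its *r* was -0.16 across 7 species and -0.86 among the ducks (exact p = 0.752 and 0.0486). The 3 genes with an *r* above 0 were *CALCB* (0.119), *GAL* (0.219) and *SST* (0.258), none at an exact p under 0.05. *CALCB* averaged 31.4 RPKM in the ducks and 7.07 RPKM in chicken, and *KCNK18* (*r* = -0.175) averaged 21.4 and 9.99 RPKM. Chicken was the highest species in 10 of the 19 genes. The median *r* of the list was -0.665, against 0.138 over all genes tested (exact p = 0.0232, adjusted p = 0.136 over 17 lists). It was -0.259 in the ducks alone (exact p = 0.397), and without ruddy duck the exact p was 0.0500. The median of the paper's own 4 mechanoreceptor markers was 0.772 (exact p = 0.0113, adjusted p = 0.136 over 17 lists), which is not independent of the paper's values, since these are the same birds, and among the ducks 0.472 (exact p = 0.133). Adjusted over the list alone, *S100B* passed among these 4, and none passed over all genes. From positive correlations with mechanoreceptor markers and negative ones with thermo- and nociceptor markers, the paper reasons about the balance of these neuron types across the species. It also draws on current recordings from neurons, calcium imaging and *in situ* hybridization, which were not examined here.

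**Figure D2:**
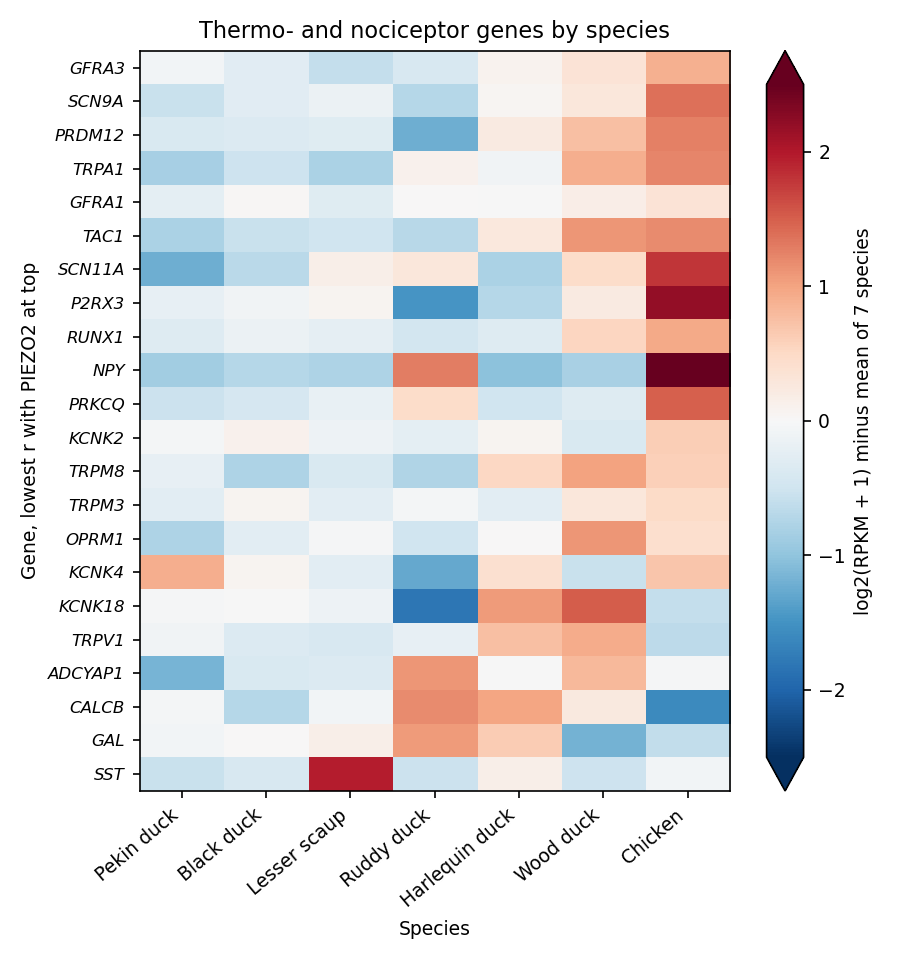
Levels of thermo- and nociceptor genes, the markers *TAC1*, *TRPA1* and *SCN9A* and 19 others (y axis, lowest *r* with *PIEZO2* at the top), in each of the 7 species (x axis). Color gives log2(RPKM + 1) of the authors' species mean minus the mean of the 7 species. Chicken is the highest species in these 3 markers and in 10 of the other 19 genes. It is also the highest in 9 of 18 mechanically gated channel genes, 5 of 9 fibroblast genes and 5 of 8 endothelial genes, and in 3 of 24 further mechanoreceptor genes. Over all genes tested, the share is 21.8% in both annotations, 22.2% in the duck annotation alone and 60.4% in the chicken annotation alone.

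**Figure D3:**
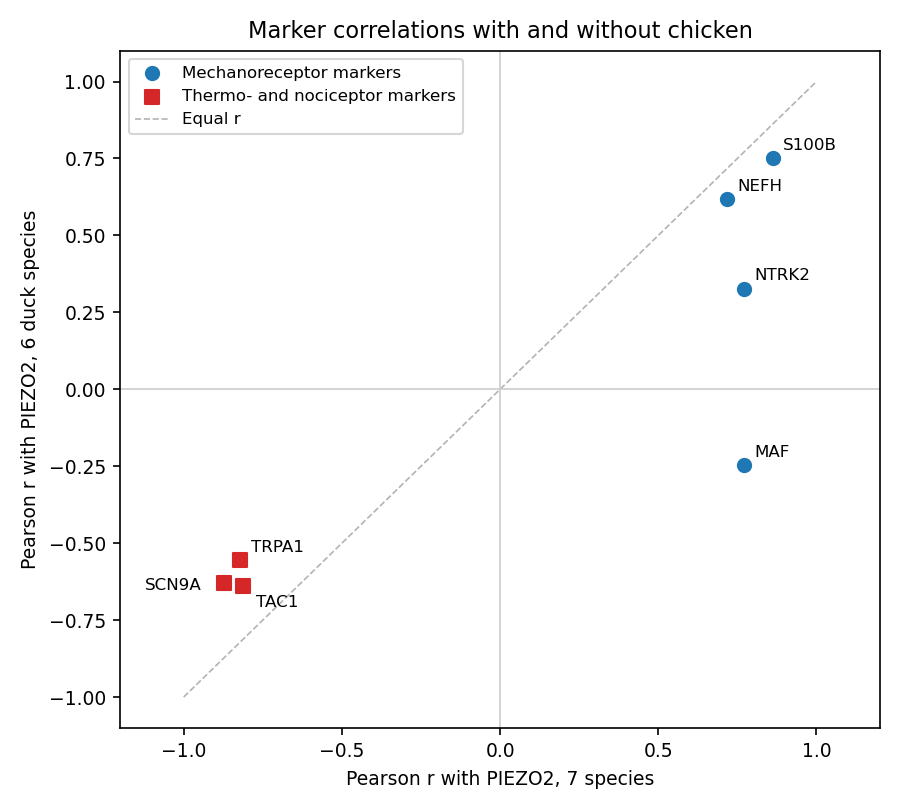
Pearson's *r* of 7 markers with *PIEZO2* across 7 species (x axis) and across the 6 duck species (y axis), with the line of equal *r*. *MAF*, at 0.772 and -0.248, is the marker drawn whose sign differs.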

Altogether, these data strongly support the notion that trigeminal mechanoreceptor expansion occurring at the expense of nociceptors and thermoreceptors is a general strategy employed by tactile foraging species.

## DISCUSSION

In this study, we combined electrophysiology, histochemistry, and transcriptomics to analyze trigeminal ganglia from a panel of tactile foraging birds to identify cellular and molecular prerequisites of mechanosensory specialization. Our study reveals several key trends: (1) the proportion of mechanosensitive neurons in TG is higher in tactile specialist ducks than in visually foraging birds such as chicken (Schneider et al., 2014, 2017),(2) the proportional expansion of trigeminal mechanoreceptors occurs via neurons that exhibit MA current with intermediate and slow kinetics of inactivation and express the Piezo2 ion channel, and (3) Piezo2 expression positively correlates with markers of mechanosensitivity and negatively correlates with markers of thermo- and nociception. These trends suggest a common mechanism employed by Anatidae waterfowl to potentiate mechanosensation in the bill.

Tactile-based feeding behavior implies that an organism can preferentially rely on using the sense of mechanical touch for foraging rather than other senses, such as olfaction and vision. Pekin duck is particularly adept at this task, because it is able to forage in complete darkness, solely relying on mechanosensitivity. As such, and for logistical reasons, Pekin ducks present an attractive animal model with which to study the cellular and molecular basis of the sense of touch in glabrous skin (Schneider et al., 2014, 2017). 

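The *PIEZO2* level (duck gene 101804683, chicken gene 421052) in the 6 duck species sequenced was 102 RPKM in Pekin duck, 101 RPKM in lesser scaup and 99.7 RPKM in black duck. It was 92.4 RPKM in ruddy duck, 81.5 RPKM in wood duck and 68.3 RPKM in harlequin duck. Lesser scaup lay 0.612% and black duck 2.06% below Pekin duck. With 1 mean per species and no spread between birds, whether these 3 ducks differ cannot be tested. Chicken had 48.2 RPKM, so Pekin duck was 2.11-fold and harlequin duck 1.42-fold higher than chicken. With the species scaled by their median ratio over 10053 genes, the log2 ratio of Pekin duck to ruddy duck turned from 0.14 to -0.10, which places ruddy duck above Pekin duck.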

Here, we show that Pekin duck has the highest proportion of mechanically sensitive neurons, Piezo2-expressing neurons, and the highest level of *PIEZO2* mRNA in TG among the seven duck species tested. Our findings agree with the earlier observations that duck bill skin contains a high density (up to 170 per square millimeter) of Grandry (Meissner) and Herbst (Pacinian) mechanosensory corpuscles (Berkhoudt, 1980; Schneider et al., 2017), which require rapidly adapting trigeminal mechanoreceptors for development and function (Gottschaldt, 1974; Saxod, 1996).

Unlike Pekin duck, wood duck often uses the pecking technique for foraging, which primarily relies on visual cues. Accordingly, in contrast to the wide bill of Pekin duck, wood duck has a narrow, beak-like bill, most suitable for grabbing small objects such as acorns, their preferred food. The smaller bill also implies a smaller tactile area. Consistently, we found that wood duck has the lowest proportion of mechanoreceptors and Piezo2-expressing neurons in TG. We therefore speculate that in this sense, wood duck is closer to visual foragers such as chicken than to tactile foragers such as Pekin and black ducks. However, all ducks employ tactile-based foraging to some extent and exhibit more abundant representation of mechanoreceptors than the strictly visually foraging chicken.

Our results also indicate the existence of a trade-off in the increasing proportions of Piezo2^+^ mechanoreceptors that comes at the expense of other groups of sensory neurons. While the exact mechanism is unclear, it involves a differential expression of neurotrophic growth factor receptors *NTRK2* (TrkB) and *NTRK1* (TrkA), which drive the differentiation of neuronal precursors into mechanoreceptors versus nociceptors and thermoreceptors, respectively (Lallemend and Ernfors, 2012). In both late-embryonic and adult Pekin duck TG, *NTRK2*^+^ neurons greatly outnumber *NTRK1*^*+*^ cells (Schneider et al., 2017). Here, our correlative analysis from seven bird species shows a significant positive correlation of the expression of *PIEZO2* with *NTRK1* and a negative correlation with *NTRK2*, suggesting that the trade-off mechanism is a general phenomenon among Anatidae. Although most Piezo2^+^ neurons in duck TG are mechanoreceptors, a small fraction could represent nociceptors, in agreement with the findings that in addition to its major role in light touch detection, Piezo2 contributes to the development of mechanical allodynia and hyperalgesia (Murthy et al., 2018; Prato et al., 2017; Szczot et al., 2017, 2018). Whether the proportional reduction in nociceptors in duck TG correlates with physiological sensitivity to these stimuli is unknown and remains to be determined. It is possible to envision that even a small number of receptors could be sufficient to detect minute changes in temperature or to signal pain.

With their high density of corpuscles in the bill and sophisticated feeding behavior (Zweers, 1977), many Anatidae birds are among the most capable tactile specialists (Schneider et al., 2016). In this sense, ducks rival the undisputed champion in tactile foraging, the star-nosed mole (*Condylura cristata*). The mole has 22 sensory appendages surrounding the nostrils covered with glabrous skin and containing hundreds of mechanosensory end organs per square millimeter (Catania, 2011; Catania and Remple, 2005). Behavioral studies showed that capsaicin, a chemical that activates mammalian nociceptors, fails to elicit nocifensive response when applied to the star organ, but not to the hindpaw. Functional and histological analysis of trigeminal ganglia versus dorsal root ganglia agree with behavioral data, suggesting the possibility of a TG-specific expansion of mechanoreceptors at the expense of thermo- and nociceptors (Gerhold et al., 2013). Thus, the trends we identified here at the level of primary afferents in Anatidae could be true for tactile specialists from other clades of vertebrates, providing a fascinating example of convergent evolution (Schneider et al., 2016).

The magnitude and duration of MA current are important determinants of mechanically evoked excitability. In mouse somatosensory neurons, Piezo2 mediates MA current with fast kinetics of inactivation (Anderson et al., 2017; Ranade et al., 2014, 2015). In Pekin TG, the down-regulation of Piezo2 diminishes the amplitude of intermediately and slowly inactivating MA current, suggesting that the channel has evolved to produce a higher degree of depolarization in response to a mechanical stimulus of the same magnitude (Schneider et al., 2017). Here, our analysis of seven duck species reveals a significant positive correlation between the abundance of Piezo2-expressing neurons and the number of neurons with intermediate and slow MA current. These data suggest the existence of a general molecular strategy in waterfowl that prolongs the duration of Piezo2-mediated MA current. Such mechanisms, which remain to be determined, could include modification of Piezo2 by splicing, interaction with regulatory proteins, or membrane lipid environments (Anderson et al., 2018; Coste et al., 2015; Lewis and Grandl, 2015; Qi et al., 2015; Szczot et al., 2017; Wu et al., 2017; Zheng et al., 2019).

The neuroethological basis of tactile foraging behavior is complex; in addition to numerical expansion of mechanoreceptors in TG and modification of Piezo2 function, it likely involves molecular tuning at various levels of the peripheral nervous system and the CNS (Gutiérrez-Ibáñez et al., 2009; Wylie et al., 2015). These could involve innervation density in the bill skin, receptive field area size and sensitivity, morphological features of the bill, and central representation and processing, which remain to be explored.

## STAR★METHODS

### CONTACT FOR REAGENT AND RESOURCE SHARING

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Sviatoslav Bagriantsev ().

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

All procedures with bird embryos were performed in compliance with the Office of Animal Research Support of Yale University (protocol 2018–11526). Fertilized Pekin duck and domestic chicken eggs were purchased from Metzer Farms, all other duck eggs were purchased from USGS Patuxent Wildlife Research Center (Laurel, MD) or Livingston Ripley Waterfowl Conservancy (Litchfield, CT). Eggs were incubated at 37°C and 55%–75% humidity. Embryos were extracted for dissection when they had broken through the inner shell membrane (24–48 hr before hatching), corresponding to the embryonic day 25–26 (Pekin), 21–22 (Black), 28–29 (Harlequin), 25–26 (Lesser Scaup), 28–31 (Wood), 32 (Merganser), 30–31 (Ruddy), 19–21 (Chicken).

### METHOD DETAILS

#### Patch-clamp electrophysiology in neurons

Electrophysiological experiments were performed as described earlier (Schneider et al., 2017). Embryos were decapitated, and embryonic TG were dissected in ice-cold phosphate-buffered saline, chopped with scissors in Hanks’ Balanced Salt Solution (HBSS, Lonza, #10–527F), dissociated in Collagenase P (1 mg/ml in HBSS, Roche, #11213857001) for 15 minutes at 37°C, incubated in0.25% Trypsin-EDTA (GIBCO, #25200056) at 37°C for 10 minutes and quenched in warm (37°C) DMEM+ media (standard DMEM media supplemented with 1% penicillin/streptomycin, 10% fetal bovine serum, 2mM glutamine, 4.5g/L D-glucose). Cells were gently triturated by pipetting, centrifuged 5 min at 100 × g and resuspended in DMEM+. 15μL of cell suspension was plated on coverslips coated with Matrigel (1:100 in PBS) in a 12-well cell culture plate and incubated at 37°C and 5% CO_2_ for 30–45 minutes before adding0.5 mL DMEM+ to each well. Electrophysiological recordings were conducted 1–48 hours following addition of DMEM+ by two operators (E.R.S. and E.O.A.).

Voltage-clamp recordings were acquired using pClamp software sampled at 20 kHz and low-pass filtered at 2–10 kHz using patch pipettes of 1.5 mm outer diameter borosilicate glass pulled to a tip resistance of 1.5–5 MΩ. Internal solution consisted of (in mM) 130 K-methanesulfonate, 20 KCl, 1 MgCl_2_, 10 HEPES, 3 Na_2_ATP, 0.06 Na_3_GTP, 0.2 EGTA, pH 7.3, with KOH (final [K^+^] = 150.5 mM). External solution contained the following (in mM): 140 NaCl, 5 KCl, 10 HEPES, 2.5 CaCl_2_, 1 MgCl_2_, 10 glucose (pH 7.4 with NaOH). Mechanical stimulation was performed using a blunt glass probe (2–4 μm at the tip) mounted on a pre-loaded piezo-actuator stack (Physik Instrumente Gmbh, DE), with the angle of the mechanical stimulation probe set to 32°−55° from the horizontal plane. The probe was then moved toward the cell in 1μm increments at a velocity of 800 μm/s, held in position for 150 ms, then retracted at the same velocity. Membrane potential was clamped at −60 mV. The liquid junction potential was 14.6 mV and subtracted offline. Immediately after establishing whole-cell recording resting potential was measured in I = 0 mode.

#### Ratiometric live-cell calcium imaging

Embryos were decapitated, and embryonic TG (E25–26) were placed in ice-cold HBSS (Lonza, #10–527F) solution, dissociated by scissors and mixed with Collagenase P (1 mg/ml in HBSS, Roche, #11213857001) for 15 min at 37°C. Collagenase was removed by aspiration and 0.25% Trypsin-EDTA (GIBCO, #25200056) was added to the cells for 10 min at 37°C. Following the removal of trypsin, neurons were mechanically dissociated by pipetting in DMEM supplemented with 10% fetal bovine serum (FBS), collected by centrifugation at 100 × g for 3 min, resuspended in DMEM with 10% FBS, plated onto the Poly-D-Lysine/Laminin covered coverslips (Corning, # 354087) and maintained at 37°C for 1–2 hr. Neurons were loaded with 10 μM Fura 2-AM (Thermo Fisher, # F1201) and 0.02% Pluronic F-127 in Ringer solution (in mM: 140 NaCl, 5 KCl, 10 HEPES, 2 CaCl_2_, 2 MgCl_2_, and 10 D-glucose, pH 7.4) for 30 min at room temperature and washed 3 times with Ringer solution. Live-cell ratiometric calcium imaging was performed at room temperature using Axio-Observer Z1 inverted microscope (Zeiss) equipped with an Orca-Flash4.0 camera (Hamamatsu) using Meta-Fluor software (Molecular Devices). Cells were exposed to 100 μM AITC (Sigma) mixed in Ringer’s solution at constant perfusion at 5 ml/min. At the end of recordings, cells were exposed to a high-K^+^ solution (in mM: 10 NaCl, 135 KCl, 10 HEPES, 2 CaCl_2_, 2 MgCl_2_ and 10 D-glucose) to differentiate neurons from other types of cells.

#### RNA *in situ* hybridization

Late-stage embryonic duck trigeminal ganglia were fixed in paraformaldehyde, sectioned at 12–15 μm, probed with digoxigenin-labeled cRNA probe against duck Piezo2 generated by T7/T3 *in vitro* transcription reactions using a 3.1-kb fragment of Pekin duck Piezo2 cDNA (primers: forward 5′−3′: GACAGTATCTCCAGCTGCTAC; 5′−3′ reverse: TTATGGACCATCAGCCCTCCCA). Signal was developed with alkaline phosphatase-conjugated anti-digoxigenin Fab fragments according to the manufacturer’s instructions (Roche). Quantification was performed blind with regard to species identity.

#### Transcriptome analysis

Total RNA was isolated from trigeminal ganglia of bird species using the TRIzol reagent (ThermoFisher, Waltham, MA) according to manufacturer’s instructions. RNA samples had RNA integrity numbers (RINs) in the range of 7.7–8.6, and Fragment Analyzer RNA Quality Numbers in the range of 7.6–9.2. Library preparation and sequencing were carried out at the Yale Center for Genome Analysis. mRNA was purified from ~500 ng total RNA with oligo-dT beads. Strand-specific sequencing libraries were prepared using the KAPA

mRNA Hyper Prep kit (Roche Sequencing, Pleasanton, CA). Libraries were sequenced on Illumina HiSeq 2500 sequencer in the 75 bp paired-end sequencing mode according to manufacturer’s protocols with 4 samples pooled per lane. A total of ~36–81 million sequencing read pairs per sample were obtained.

Sequencing data was processed on the Yale Center for Research Computing cluster. Raw sequencing reads were filtered and trimmed to retain high-quality reads using Trimmomatic v0.36 (Bolger et al., 2014) with default parameters. Filtered high-quality reads from all samples were aligned to both duck and chicken reference genomes using STAR aligner v2.5.4b with default parameters (Dobin et al., 2013). Reference genomes and gene annotations were obtained from the National Center for Biotechnology Information. Duck genome: *Anas platyrhynchos* (assembly BGI_duck_1.0), annotation: NCBI Release 102. Chicken genome: *Gallus gallus* (assembly GRCg6a), annotation: NCBI Release 102. Only protein-coding genes were extracted from annotations and used for read counting. Aligned reads were counted by featureCounts program within the Subread package v1.6.2 with default parameters (Liao et al., 2014). Raw read counts were processed and converted to “reads per kilobase gene length per million mapped reads” (RPKM) values by EdgeR v3.22.3 (Robinson et al., 2010). To compare gene expression estimates between samples from different species, gene lists and corresponding RPKM values from duck and chicken gene annotations were merged based on the common gene symbol. RPKM values from 3 biological replicates within each species were averaged and used to build a matrix of pairwise Pearson *r* correlation coefficients as implemented in the rcorr tool from the Hmisc R package between all genes in the final gene annotation. Correlation coefficients between selected gene pairs were extracted from the correlation matrix.

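Of 12496 genes with a mean of at least 1 RPKM, 781 were positively and 841 negatively correlated with *PIEZO2* at an exact p under 0.05, and none passed Benjamini-Hochberg adjustment (smallest adjusted p = 0.363). A share of 5% would be about 625 genes, but genes are correlated with one another, and in 9 of 100 drawn assignments of the *PIEZO2* values, the real one included, as many genes passed as observed. With the species scaled by their median ratio, the split was 645 positive and 1246 negative, while it was 1091 and 722 on the log2 scale, 562 and 272 by rank and 647 and 461 at a mean of at least 5 RPKM. In the ducks alone, 507 of 12468 genes passed, which is less than 5%. Of the genes with the same sign among the ducks, those of highest *r* included *ST8SIA3Z* (0.989), *IRF1* (0.982), *RAB4A* (0.977), *FAF1* (0.976), *UMAD1* (0.975), *GALC* (0.969), *ASAP1* (0.966) and *DPCD* (0.965). *GALC* encodes the lysosomal galactosylceramidase. The lowest belonged to *RPAIN.1* (-0.986), *STOM* (-0.984), *ENC1* (-0.978), *MLLT4* (-0.970), *CHRNB4* (-0.968), *FBXO25* (-0.967), *ORC5* (-0.966), *DDAH1* (-0.965), *MTR* (-0.963) and *TTC26* (-0.959). *STOM* encodes stomatin, a membrane protein, and *CHRNB4* a nicotinic acetylcholine receptor subunit. Of genes in the chicken annotation alone, 24 were positive and 262 negative, and of genes in both annotations, 649 and 532. Of the 8 markers, *S100B* lay at percentile 98.0 of *r* over all genes and *SCN9A* at percentile 1.32. Less extreme were *MAF* (94.4), *NTRK2* (94.3), *NEFH* (91.1), *TAC1* (4.21) and *TRPA1* (3.58). The first 1999 of the 15021 rows of Table S1, sorted from the highest *r*, were at hand, and *r* computed here differed from the table's by less than 1e-06 in all 1999.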

### QUANTIFICATION AND STATISTICAL ANALYSIS

Electrophysiological data from trigeminal neurons were obtained from at least two independent experiments by two experimenters. Data were collected in pClamp and analyzed in Igor Pro 6.3 (following conversion from pClamp using TaroTools) and GraphPad Prism7.0. Data were collected from 2–6 birds for each species. The number of neurons for each species is indicated in figure legends. Inactivation kinetics of mechano-evoked currents were obtained as previously described (Schneider et al., 2017). The decaying component of the mechano-current was fit to the single-exponential decay equation: I = ΔI*exp^*(-t/*τ_*inact*_*)*, where *ΔI* is the difference between peak MA current and baseline, *t* is the time from the peak current (the start of the fit), and τ_*inact*_ is the decay constant. Summary τ_*inact*_ from figures represent averages from traces with the top 75% of mechano-current amplitude, as quantified previously (Coste et al., 2010). A χ^2^ test was used to compare ratios of mechanosensitive neurons between species. Quantification of RNA *in situ* hybridization images was performed in ImageJ from 1610–3876 neurons from 7–17 random TG sections. Pearson *r* correlation coefficients and correlation P values were calculated using GraphPad Prism 7.0 or the rcorr tool from the Hmisc package. Transcriptomics data were obtained by sequencing trigeminal ganglia from three birds for each species.

### DATA AND SOFTWARE AVAILABILITY

The accession number for the sequencing data reported in this paper is GEO: GSE125754.

## Supplementary Material

1

2

3

## Figures and Tables

**Figure 1.**
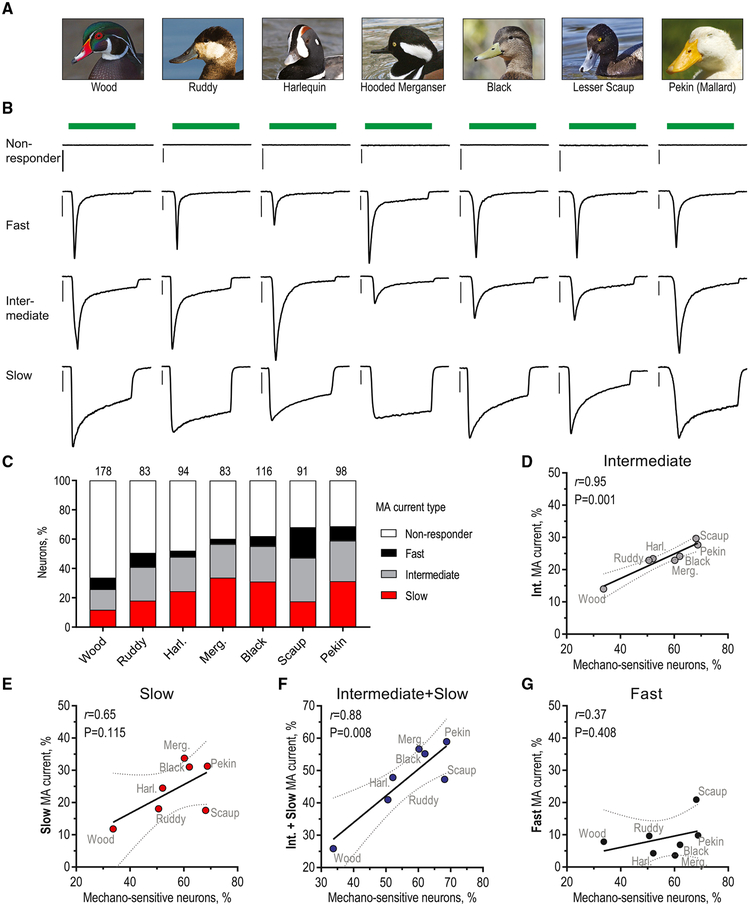
Expansion of Trigeminal Mechanoreceptors with Slow and Intermediate Mechanocurrent (A) Images of duck species used in the study. Photos courtesy of Judy Gallagher (wood, image cropped, CC BY 2.0), Frank Schulenburg (ruddy, image cropped, CC BY-SA 3.0), Peter Massas (harlequin, image cropped, CC BY-SA 2.0), Dick Daniels (hooded merganser and black, image cropped, CC BY-SA-3.0), Alan D. Wilson (lesser scaup, image cropped, CC BY-SA-2.5), and Eve Schneider (Pekin), Bagriantsev lab. (B) Exemplar whole-cell MA current traces recorded in dissociated duck TG neurons in response to a 150 ms mechanical indentation (green bar) with a glass probe for a depth of 3–15 mm at E_hold_ = −74.6 mV. Scale bar, 1 nA. (C) Quantification of the proportions of neurons with the fast, intermediate, and slow MA current types (χ^2^ test; p < 0.0001). Numbers indicate total numbers of neurons analyzed for each species. (D–G) Correlation between the percentage of mechanosensitive neurons and the percentage of neurons with intermediate (D), slow (E), intermediate and slow (F), and fast (G) MA current, fitted to the linear equation. *r* is the Pearson correlation coefficient, P is the probability that observed variation results from random sampling, and dotted lines show the 95% confidence interval. Data were collected from 2–6 birds for each species. See also Figures S1 and S2.

**Figure 2.**
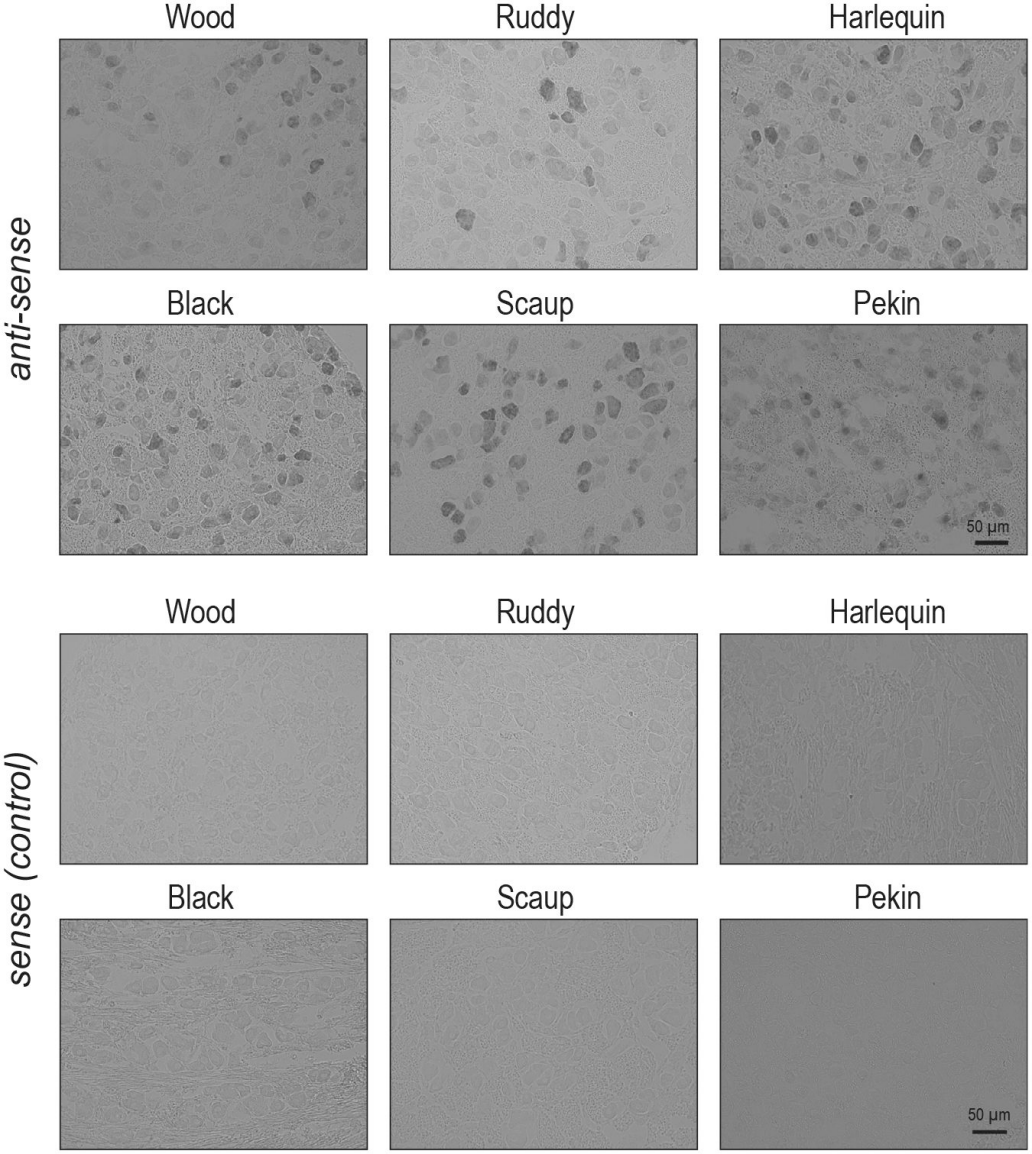
Piezo2 Expression in Duck TG Representative images of RNA *in situ* hybridization in TG of indicated bird species with anti-Piezo2 (anti-sense) and control (sense) probes. Data were collected from 2–6 birds for each species.

**Figure 3.**
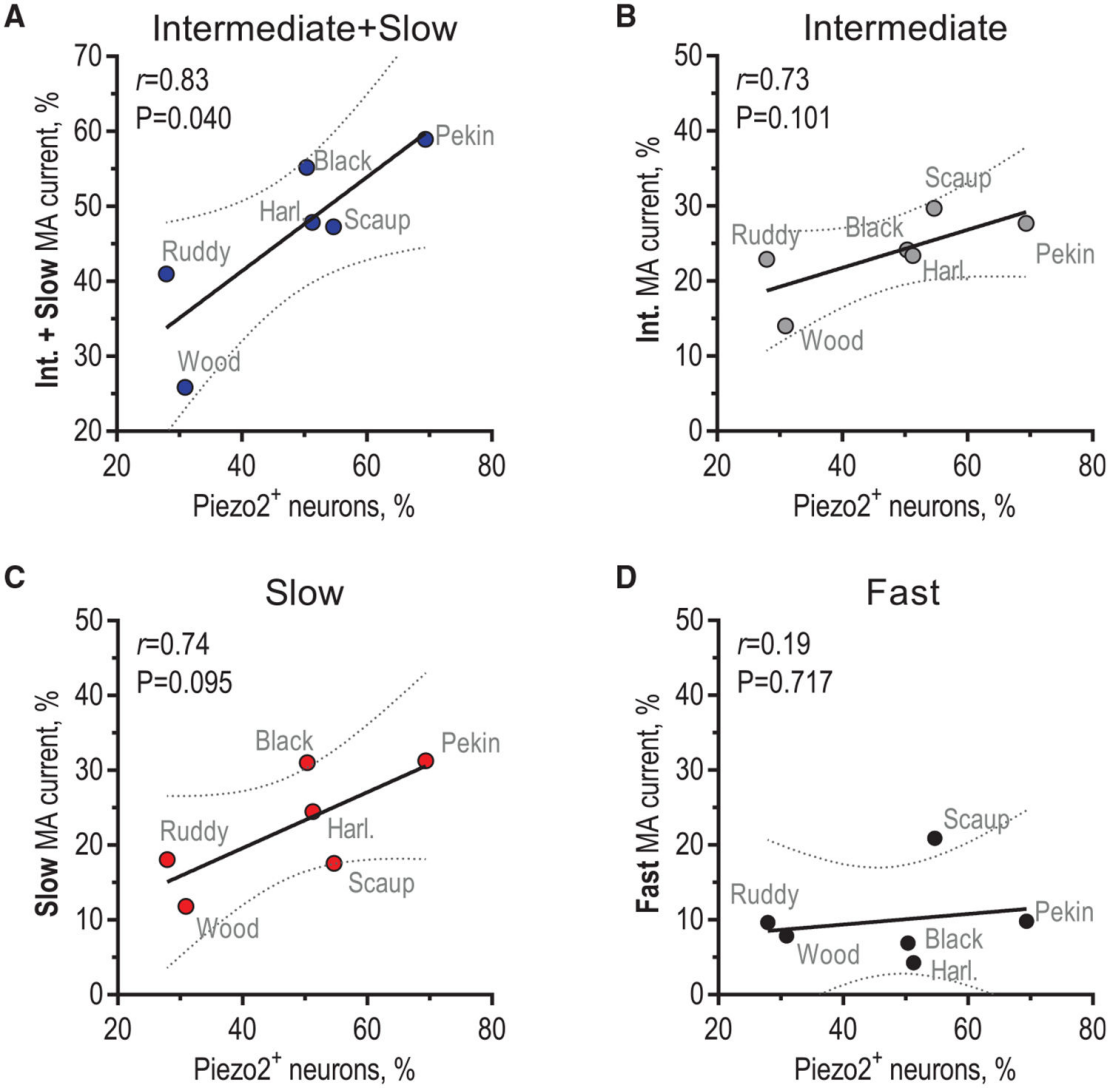
Neurons with Intermediate and Slow Mechanocurrent Positively Correlate with Abundance of Piezo2^+^ Cells (A–D) Correlation between the percentage of Piezo2-expressing neurons in duck TG (shown as the average from 1,610–3,876 total neurons from 7–17 TG sections) and the percentage of neurons with intermediate and slow (A), intermediate (B), slow (C), and fast (D) MA current, fitted to the linear equation. *r* is the Pearson correlation coefficient, P is the probability that observed variation results from random sampling, and dotted lines show the 95% confidence interval. Data were collected from 2–6 birds for each species. See also Figure S3.

**Figure 4.**
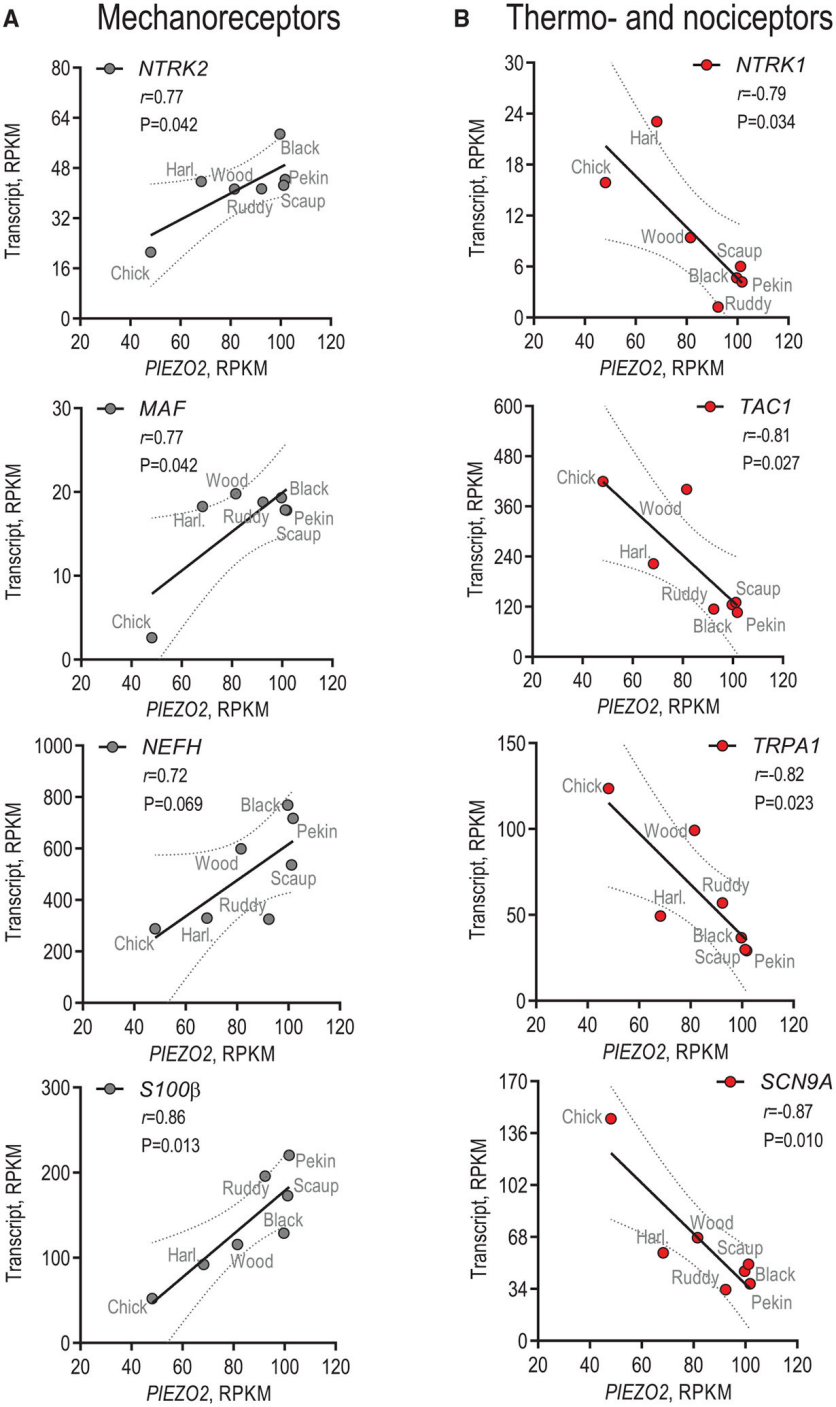
Correlation of PIEZO2 Expression with Markers of Mechanoreceptors, Ther moreceptors, and Nociceptors (A and B) Shown are correlations between the levels of expression of *PIEZO2* and markers of mechanoreceptors (A) or thermoreceptors and nociceptors (B), fitted to the linear equation. Data shown as the average from TGs from three birds for each species. RPKM, reads per kilobase of transcript length normalized per million of total reads. *r* is the Pearson correlation coefficient, P is the probability that observed variation results from random sampling, and dotted lines show the 95% confidence interval. See also Figure S4 and Table S1.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Critical Commercial Assays		
KAPA mRNA Hyper Prep kit	Roche Sequencing	Cat# KK8581
Deposited Data		
Duck genome: *Anas platyrhynchos*	NCBI	GCF_000355885.1
Chicken genome: *Gallus gallus*	NCBI	GCF_000002315.5
Transcriptome of bird trigeminal ganglia	This paper	GEO: GSE125754
Experimental Models: Organisms/Strains		
American black duck *(Anas rubripes)* Harlequin duck *(Histrionicus histrionicus)*	USGS Patuxent Wildlife Research Center	N/A
Lesser Scaup *(Aythya affinis)*		
Hooded merganser *(Lophodytes cucullatus)*	Livingston Ripley Waterfowl Conservancy	N/A
Ruddy duck *(Oxyura jamaicensis)*		
Wood duck (Aix *sponsa)*	USGS Patuxent Wildlife Research Center or Livingston Ripley Waterfowl Conservancy	N/A
Pekin duck *(Anas platyrhynchos domesticus)*	Metzer Farms	N/A
Domestic chicken *(Gallus domesticus)*		
Oligonucleotides		
Piezo2 *in situ* RNA probe primer Fwd GACAGTATCTCCAGCTGCTAC	(Schneider et al., 2014)	N/A
Piezo2 *in situ* RNA probe primer Rev TTATGGACCATCAGCCCTCCCA	(Schneider et al., 2014)	N/A
Software and Algorithms		
GraphPad Prism 7	GraphPad	RRID:SCR_002798
ImageJ	NIH	RRID:SCR_003070
pClamp	Molecular Devices	RRID:SCR_011323
MetaFluor	Molecular Devices	RRID:SCR_014294
Igor Pro 6.3	Wavemetrics	RRID:SCR_000325
TaroTools	Dr. Taro Ishikawa, Jikei University	N/A
Trimmomatic	(Bolger et al., 2014)	RRID:SCR_011848
STAR	(Dobin et al., 2013)	RRID:SCR_015899
featureCounts	(Liao et al., 2014)	RRID:SCR_012919
R	N/A	RRID:SCR_001905
edgeR (package for R)	(Robinson et al., 2010)	RRID:SCR_012802
Hmisc (package for R)	N/A	N/A
		

## Highlights

- A cross-species analysis reveals common principles of mechanosensory specialization
- Mechanoreceptor expansion occurs via increase in neurons with slow mechanocurrent
- A trade-off between mechanoreceptors and other sensory neurons is a general trend
- Piezo2 plays a general role in mechanosensory specialization of trigeminal ganglia

# Supplementary material for: A Cross-Species Analysis Reveals a General Role for Piezo2 in Mechanosensory Specialization of Trigeminal Ganglia from Tactile Specialist Birds
**Source:** Cell Rep. Author manuscript; Available in PMC 2019 Mar 16.
**Supplement:** 1

Cell Reports, Volume 26

Supplemental Information

A Cross-Species Analysis Reveals a General Role for Piezo2 in Mechanosensory Specialization of Trigeminal Ganglia from Tactile Specialist Birds

Eve R. Schneider, Evan O. Anderson, Viktor V. Feketa, Marco Mastrotto, Yury A. Nikolaev, Elena O. Gracheva, and Sviatoslav N. Bagriantsev

Supplemental Data

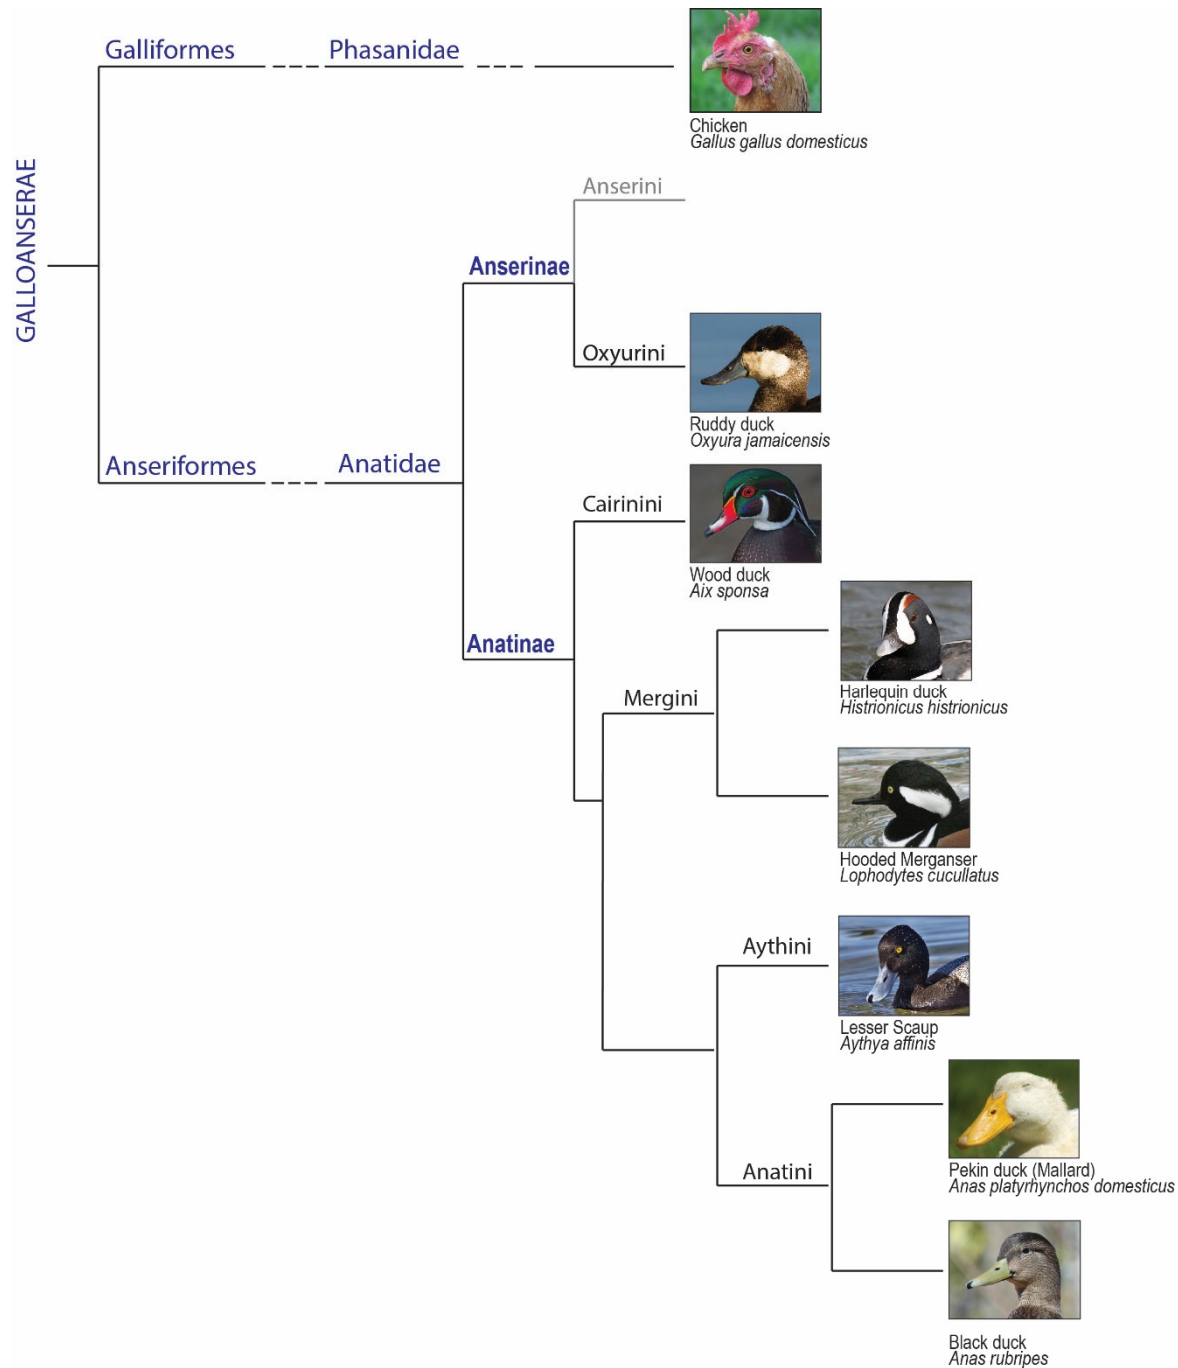

Figure S1. Phylogeny of bird species used in this study. Related to Figure 1. A simplified phylogenetic tree showing evolutionary relationship between the birds used in this study, without time representation. Anatids are representative of 2 subfamilies, 5 tribes and 6 genera. Tribes for which there are single species are not shown. The tree is adapted from (Buckner et al., 2018; Gonzalez et al., 2009). Photos courtesy of: Judy Gallagher (Wood, image cropped, CC BY 2.0); Frank Schulenburg (Ruddy, image cropped, CC BY-SA 3.0); Peter Massas (Harlequin, image cropped, CC BY-SA 2.0); Dick Daniels (Hooded Merganser and Black, image cropped, CC-BY-SA-3.0); Alan D. Wilson (Lesser Scaup, image cropped, CC-BY-SA-2.5); Eve Schneider (Pekin), Bagriantsev lab; Filip Maljković (Chicken, public domain).

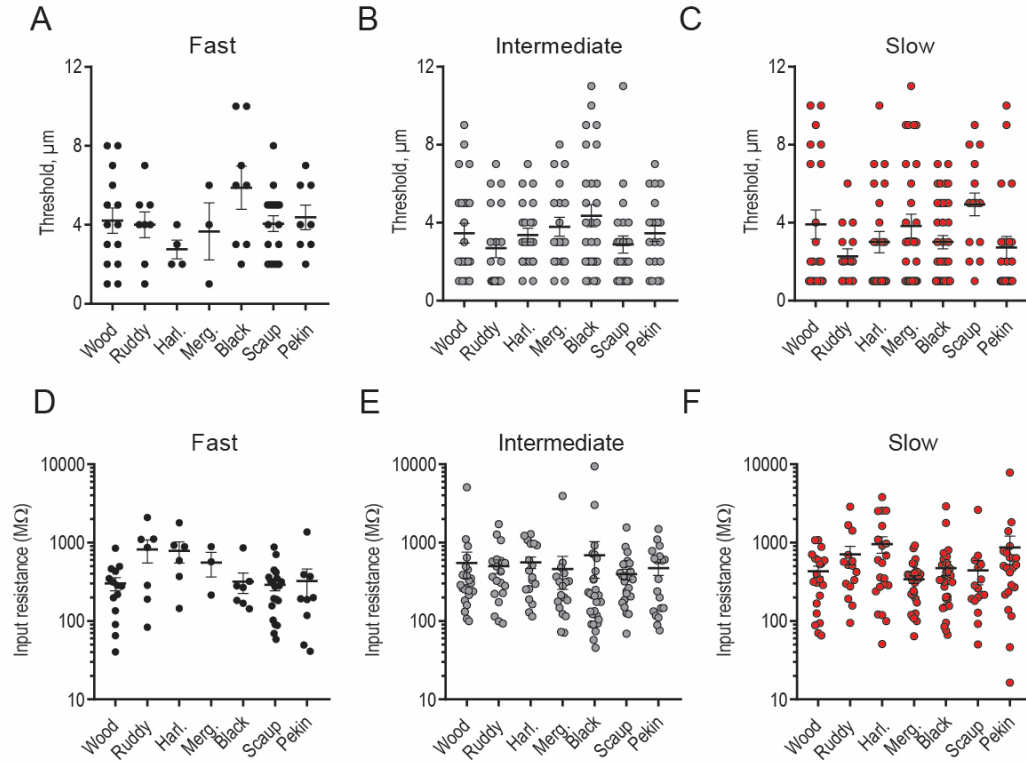

Figure S2. Threshold of mechano-current activation and input resistance of duck TG neurons. Related to Figure 1. (A–C) Quantification of the apparent MA current activation threshold from dissociated duck TG neurons. Whole-cell MA currents were elicited in response to mechanical indentation with a glass probe at $E_{\text{hold}} = -74.6 \text{ mV}$. The threshold was determined as the first indentation to elicit a peak current greater than background noise, typically at least 50 pA above averaged baseline. Data shown as mean $\pm$ SEM. Statistical analysis (one-way ANOVA): $P=0.317$ (A), $P=0.205$ (B), $P=0.063$ (C). Input resistance of trigeminal neurons with the indicated types of MA current. Data shown as mean $\pm$ SEM, collected from 2-6 birds for each species. Statistical analysis (Kruskal-Wallis test): $P=0.102$ (D), $P=0.150$ (E), $P=0.203$ (F).

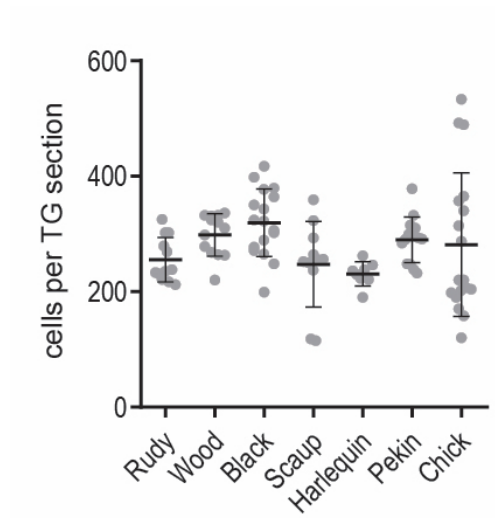

Figure S3. Trigeminal ganglia from ducks and chicken have a similar total number of neurons. Related to Figure 2. Quantification of the total number of cells per random TG section from indicated species. Data shown as mean $\pm$ SD, collected from ≥ 2 birds for each species. $P \geq 0.05$ for all sample pairs (Tukey multiple comparisons test).

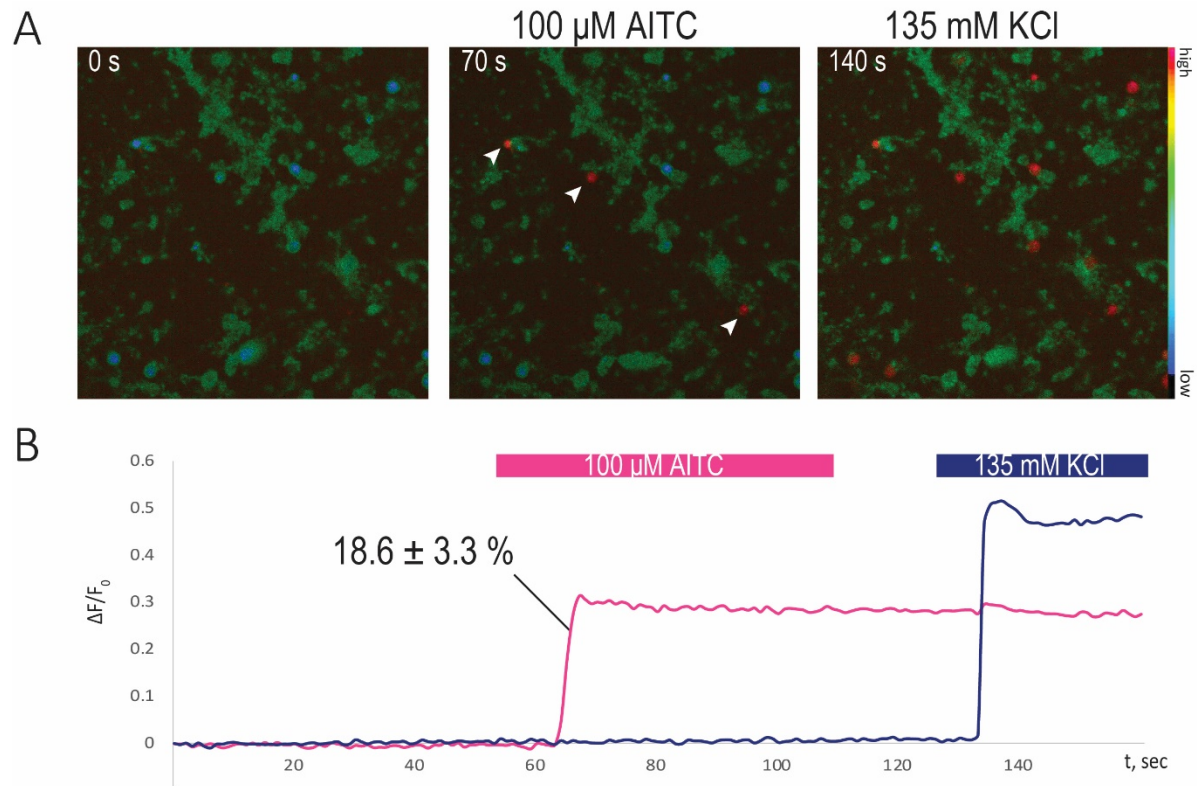

Figure S4. Quantification of the abundance of polymodal nociceptors in Pekin duck TG. Related to Figure 4.
 (A) Representative fields of view of Fura-2AM live-cell ratiometric calcium imaging of dissociated duck TG neurons in response to the application of 100 μ M AITC. Arrowheads denote AITC-sensitive cells. 135 mM KCl is used to visualize all neurons in the field of view. Color coding denotes lowest and highest ratios from bottom to top.
 (B) Exemplar traces of calcium responses in an AITC-sensitive and insensitive cell, from the images of duck TG neurons above (mean $\pm$ SEM, n = 158 neurons from 5 coverslips, from 4 animals).

# Supplementary material for: A Cross-Species Analysis Reveals a General Role for Piezo2 in Mechanosensory Specialization of Trigeminal Ganglia from Tactile Specialist Birds
**Source:** Cell Rep. Author manuscript; Available in PMC 2019 Mar 16.
**Supplement:** 3

Cell Reports

A Cross-Species Analysis Reveals a General Role for Piezo2 in Mechanosensory Specialization of Trigeminal Ganglia from Tactile Specialist Birds

Graphical Abstract

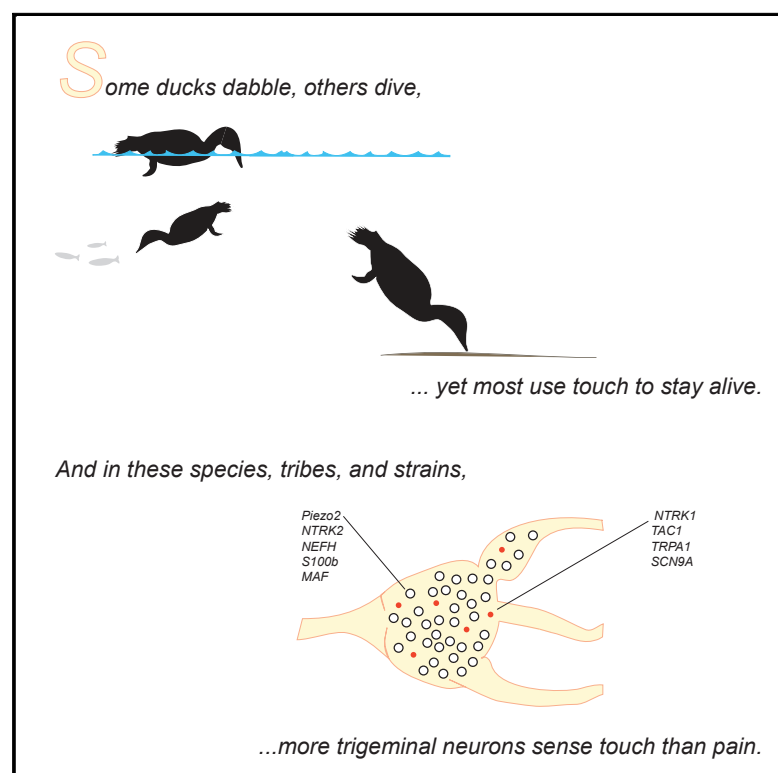

Authors

Eve R. Schneider, Evan O. Anderson, Viktor V. Feketa, Marco Mastrotto, Yury A. Nikolaev, Elena O. Gracheva, Sviatoslav N. Bagriantsev

In Brief

Schneider et al. perform a cross-species analysis of somatosensory neurons from tactile specialist birds. The study reveals a trade-off in the expansion of Piezo2-containing neuronal touch receptors at the expense of temperature and pain receptors as part of a general mechanism that accompanies mechanosensory specialization.

Highlights

- A cross-species analysis reveals common principles of mechanosensory specialization
- Mechanoreceptor expansion occurs via increase in neurons with slow mechanocurrent
- A trade-off between mechanoreceptors and other sensory neurons is a general trend
- Piezo2 plays a general role in mechanosensory specialization of trigeminal ganglia

A Cross-Species Analysis Reveals a General Role for Piezo2 in Mechanosensory Specialization of Trigeminal Ganglia from Tactile Specialist Birds

Eve R. Schneider,^{1,4} Evan O. Anderson,¹ Viktor V. Feketa,^{1,2,3} Marco Mastrotto,^{1,2,3} Yuri A. Nikolaev,¹ Elena O. Gracheva,^{1,2,3,*} and Sviatoslav N. Bagriantsev^{1,5,*}

⁵Lead Contact

<https://doi.org/10.1016/j.celrep.2019.01.100>

SUMMARY

A major challenge in biology is to link cellular and molecular variations with behavioral phenotypes. Here, we studied somatosensory neurons from a panel of bird species from the family Anatidae, known for their tactile-based foraging behavior. We found that tactile specialists exhibit a proportional expansion of neuronal mechanoreceptors in trigeminal ganglia. The expansion of mechanoreceptors occurs via neurons with intermediately and slowly inactivating mechanocurrent. Such neurons contain the mechanically gated Piezo2 ion channel whose expression positively correlates with the expression of factors responsible for the development and function of mechanoreceptors. Conversely, Piezo2 expression negatively correlates with expression of molecules mediating the detection of temperature and pain, suggesting that the expansion of Piezo2-containing mechanoreceptors with prolonged mechanocurrent occurs at the expense of thermoreceptors and nociceptors. Our study suggests that the trade-off between neuronal subtypes is a general mechanism of tactile specialization at the level of somatosensory system.

INTRODUCTION

Mechanosensory neurons from trigeminal ganglia (TG) mediate the initial detection of the mechanical stimuli in the bill, tongue, and oral cavity and are essential for tactile-based foraging. Ducks employ various foraging strategies, including dabbling, straining, filtering, pecking, and grazing (Avilova, 2018; Avilova et al., 2018; Berkhoudt, 1980; McNeil et al., 1992; Saxod, 1978; Zweers, 1977). Wood ducks (*Aix sponsa*) often feed by visually guided pecking, searching for food items such as acorns and seeds in shallow wetlands (Drobney and Fredrickson, 1979). Ruddy ducks (*Oxyura jamaicensis*) are divers, feeding by straining benthic ma-

terial underwater (Tome and Wrubleski, 1988). Harlequin ducks (*Histrionicus histrionicus*) and hooded mergansers (*Lophodytes cucullatus*) obtain most of their food by diving, often under conditions of poor visibility. Lesser scaups (*Aythya affinis*) are diver-pursuers, but also rely on the tactile location of food (Tome and Wrubleski, 1988). The Pekin duck (*Anas platyrhynchos domesticus*), a domesticated descendant of the mallard, and its close relative the black duck (*Anas rubripes*) are probably the most sophisticated tactile foragers and are the most well studied (Zweers, 1977). While it is difficult to compare physiological sensitivities to touch among the duck species directly, Pekin and black ducks are tactilely guided dabblers known to possess an exceptional ability to forage almost entirely based on the sense of touch. In controlled experiments, Pekin ducks were able to catch fast-moving tadpoles in complete darkness. The application of anesthetic on the bill surface suppresses foraging efficiency, consistent with a tactile-based mechanism (Avilova, 2017). Some species are nocturnal foragers (black, mallard, ruddy, and scaup), while others are primarily diurnal (harlequin and merganser) or crepuscular (wood) (McNeil et al., 1992).

Food preferences and foraging behaviors of these species suggest that some are more capable tactile foragers than others, which could be reflected in the composition and functional properties of somatosensory neurons in TG. We tested this by performing a correlative analysis of the abundance of mechanosensory neuronal types in TG, the proportion of neurons expressing the mechanogated ion channel Piezo2, and the expression levels of markers of mechanoreceptors versus thermo- and nociceptors in TG from seven species of Anatidae from six genera (Figures 1A and S1). Because functional specialization of sensory neurons in ducks completes before hatching, we used tissues isolated from late-stage embryos (Saxod, 1978; Schneider et al., 2017).

RESULTS

Mechanoreceptor Expansion in Duck TG Occurs via an Increase in Neurons with Intermediate and Slow Mechanocurrent

To quantify the proportion of mechanosensitive neurons, we used whole-cell electrophysiology to record mechanically

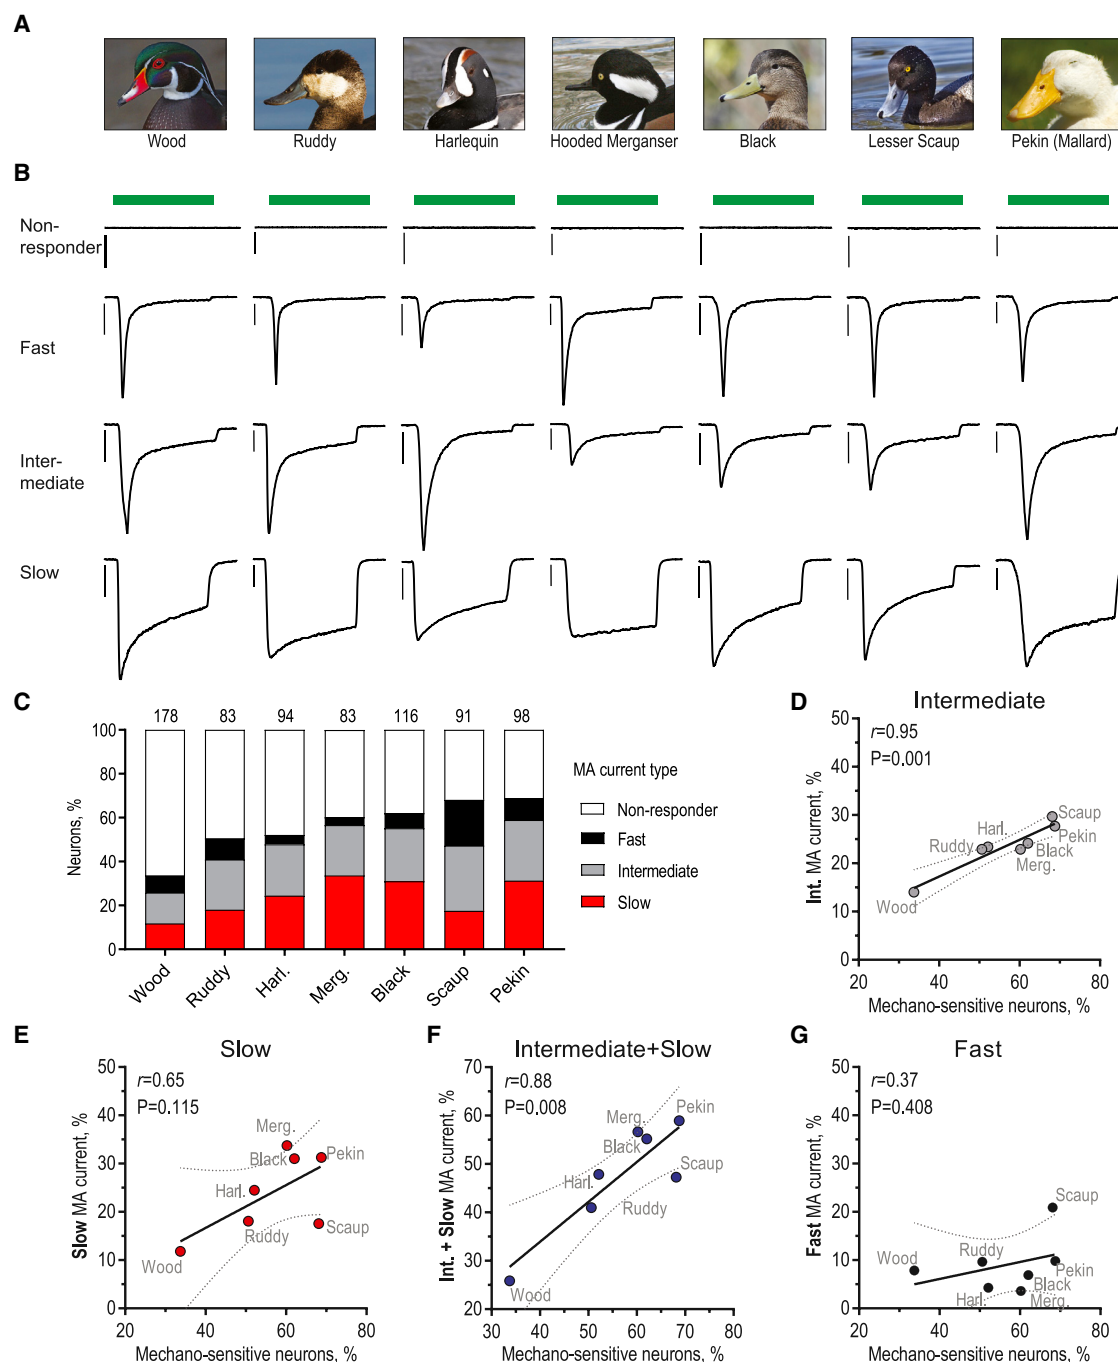

Figure 1. Expansion of Trigeminal Mechanoreceptors with Slow and Intermediate Mechanocurrent

(A) Images of duck species used in the study. Photos courtesy of Judy Gallagher (wood, image cropped, CC BY 2.0), Frank Schulenburg (ruddy, image cropped, CC BY-SA 3.0), Peter Massas (harlequin, image cropped, CC BY-SA 2.0), Dick Daniels (hooded merganser and black, image cropped, CC BY-SA-3.0), Alan D. Wilson (lesser scaup, image cropped, CC BY-SA-2.5), and Eve Schneider (Pekin), Bagriantsev lab.

(B) Exemplar whole-cell MA current traces recorded in dissociated duck TG neurons in response to a 150 ms mechanical indentation (green bar) with a glass probe for a depth of 3–15 μm at $E_{\text{hold}} = -74.6$ mV. Scale bar, 1 nA.

(C) Quantification of the proportions of neurons with the fast, intermediate, and slow MA current types (χ^2 test; $p < 0.0001$). Numbers indicate total numbers of neurons analyzed for each species.

(D–G) Correlation between the percentage of mechanosensitive neurons and the percentage of neurons with intermediate (D), slow (E), intermediate and slow (F), and fast (G) MA current, fitted to the linear equation. r is the Pearson correlation coefficient, P is the probability that observed variation results from random sampling, and dotted lines show the 95% confidence interval. Data were collected from 2–6 birds for each species.

See also [Figures S1](#) and [S2](#).

activated (MA) current from dissociated TG in response to stimulation with a glass probe (McCarter et al., 1999). We found that the abundance of neurons responding to mechanical stimulation varied significantly across duck species, from lowest in wood duck to highest in Pekin duck (33.7% and 68.8% of all TG neurons, respectively; χ^2 test; $p < 0.0001$) (Figures 1B and 1C). However, even in wood duck, the proportion of mechanoreceptors was higher than that found earlier in chicken (19.8% of all TG neurons), a strictly visually foraging bird (Schneider et al., 2017). These data show that the proportional expansion of mechanosensitive neurons in TG is a general phenomenon among Anatidae waterfowl, consistent with the idea that many duck species are tactilely guided foragers.

The duration of MA current determines the amount of depolarizing ionic flux, serving as a critical determinant of neuronal mechanosensitivity. In vertebrates, somatosensory neurons exhibit one of three types of MA current: with fast, intermediate, or slow kinetics of inactivation (inactivation constant: $\tau_{\text{inact}} < 10$ ms for fast, $\tau_{\text{inact}} = 10\text{--}30$ ms for intermediate, $\tau_{\text{inact}} > 30$ ms for slow) (Coste et al., 2007, 2010; Hu and Lewin, 2006; Rugiero et al., 2010; Schneider et al., 2014, 2017; Wetzel et al., 2007). The three types of MA current are mediated by more than one mechanically gated ion channel (Ranade et al., 2015). We aimed to determine which neuronal population, as defined by its characteristic type of MA current, contributed most to the increase in the proportion of trigeminal mechanoreceptors among the duck species. We found a strong positive linear correlation between total fraction of mechanosensitive neurons and neurons with intermediate and slow MA current (total versus intermediate, Pearson $r = 0.95$, $p = 0.001$; total versus slow, $r = 0.65$, $p = 0.115$; total versus intermediate + slow, $r = 0.88$, $p = 0.008$) (Figures 1D–1F). The proportion of neurons with fast MA current, which mediates the detection of light touch in mice, did not correlate with mechanoreceptor expansion (total versus fast, $r = 0.37$, $p = 0.408$) (Figure 1G) (Ranade et al., 2014). The number of active channels on the surface and their sensitivity to stimulation affect the apparent mechanocurrent activation threshold, defined as the minimal indentation that elicits MA current. We found that the threshold remained unchanged in all groups, suggesting that the expansion of neurons with intermediate and slow MA current is not accompanied by a significant change in sensitivity or an increase in expression of the underlying ion channels (Figures S2A–S2C). We also did not detect a difference in input resistance among comparable groups of neurons from the seven duck species (Figures S2D–S2F).

Our data suggest that the increase in the proportion of trigeminal mechanoreceptors across the seven duck species occurs via an expansion of neurons with intermediate and slow MA current. Slowly and intermediately inactivating mechanosensitive currents provide longer-lasting depolarization than a fast inactivating current of comparable amplitude and may increase the chance of action potential firing in response to mechanical stimulation. Thus, the high proportion of neurons with slow and intermediate mechanosensitive currents in TG is expected to potentiate mechanical sensitivity at the level of individual sensory neurons.

Neurons with Intermediate and Slow Mechanocurrent Positively Correlate with Abundance of Piezo2⁺ Cells

The mechanically gated ion channel Piezo2 is the only known mechanotransducer in vertebrate somatosensory neurons responsible for the detection of touch (Anderson et al., 2017; Ranade et al., 2015). In mice, the deletion of Piezo2 selectively obliterates fast MA current (Ranade et al., 2014), whereas in Pekin duck, the depletion of Piezo2 leads to downregulation of intermediate and slow MA current (Schneider et al., 2017). This suggests that the contribution of Piezo2 to neuronal mechanosensitivity varies by species and that the kinetics of Piezo2 inactivation could be part of the mechanism supporting mechanosensory potentiation in tactile foraging animals. To test this, we performed a correlative analysis of the proportion of mechanosensitive trigeminal neurons and neurons that express Piezo2, as determined by RNA *in situ* hybridization, in TG of six duck species (Figure 2). We found a strong positive correlation between the percentage of Piezo2⁺ neurons and the percentage of neurons with intermediate and slow MA current (Piezo2 versus intermediate + slow, Pearson $r = 0.83$, $p = 0.040$; Piezo2 versus intermediate, $r = 0.73$, $p = 0.101$; Piezo2 versus slow, $r = 0.74$, $p = 0.095$) (Figures 3A–3C). Neurons with fast MA current, however, showed no correlation with Piezo2⁺ cells (Piezo2 versus fast, $r = 0.19$, $p = 0.717$) (Figure 3D). The total number of neurons per TG section did not differ among the species (Figure S3). Altogether, our data suggest a general mechanism of mechanoreceptor expansion in TG of tactile foraging ducks via an increase in the proportion of Piezo2⁺ neurons with intermediate and slow MA current. However, it is possible that neurons without Piezo2 or neurons expressing another unknown mechanosensitive ion channel together with Piezo2 also contribute to mechanoreceptor expansion.

PIEZO2 Expression Negatively Correlates with the Expression of Nociceptive Markers

Previously, we determined that the abundance of Piezo2-expressing mechanoreceptors is higher in Pekin duck TG than in chicken (*Gallus domesticus*), suggesting that mechanoreceptor expansion in tactile foragers could occur at the expense of other functional neuronal groups, such as nociceptors (Schneider et al., 2017). To functionally validate the observed decrease in nociceptors, we performed live-cell ratiometric calcium imaging of Pekin duck TG neurons treated with allyl isothiocyanate (AITC), a specific agonist of TRPA1, an ion channel specific to polymodal nociceptors in birds (Saito et al., 2014). We found that $18.6\% \pm 3.3\%$ (mean $\pm$ SEM, $n = 158$ cells) of neurons responded to AITC (Figure S4), a markedly lower population than the 34% of TRPA1-positive neurons in chicken (Saito et al., 2014). Given functional validation of previous *in situ* hybridization data, we sought to understand whether the trade-off between mechanoreceptors and other neuronal types, mainly thermo- and nociceptors, is a general strategy employed by tactile foraging birds. To do this, we performed transcriptome analysis of trigeminal ganglia isolated from six duck species and domestic chicken and determined a correlation between the expression of *PIEZO2* and that of well-established markers of mechanoreceptors and nociceptors.

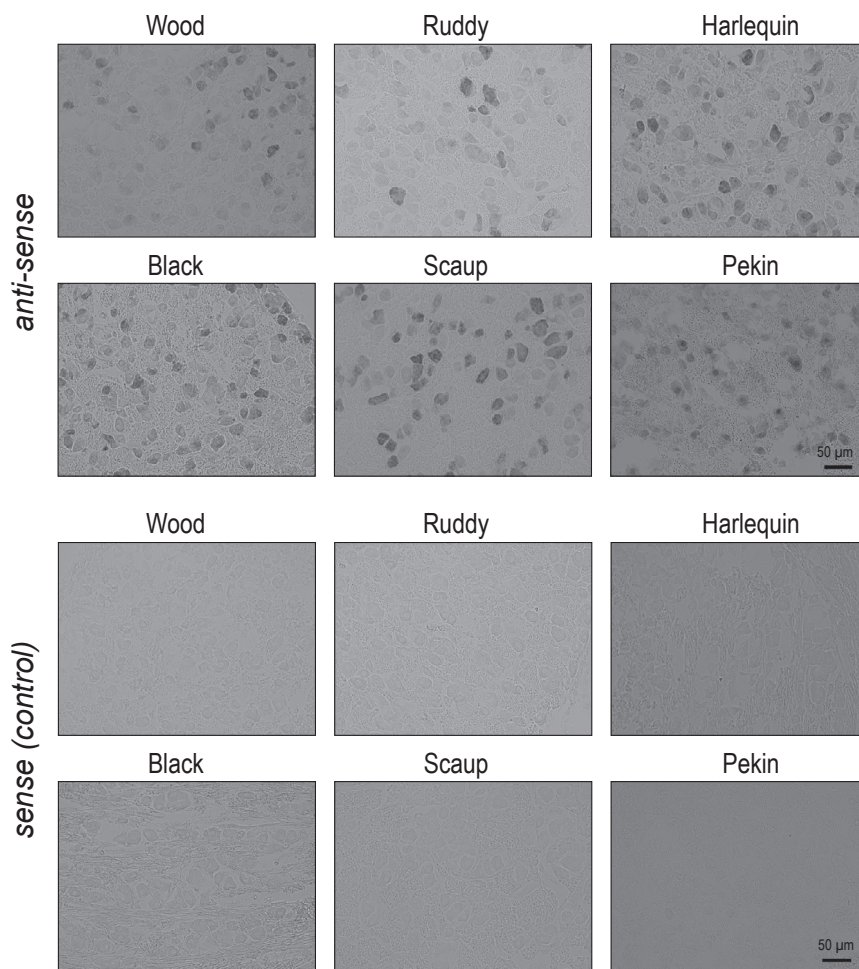

Figure 2. Piezo2 Expression in Duck TG

Representative images of RNA *in situ* hybridization in TG of indicated bird species with anti-Piezo2 (anti-sense) and control (sense) probes. Data were collected from 2–6 birds for each species.

We found a strong positive correlation between the expression of *PIEZO2* and *NTRK2* (TrkB), a receptor tyrosine kinase, and *MAF* (c-MAF), a transcription factor, both responsible for proper development of mechanoreceptors (*PIEZO2* versus *NTRK2*, Pearson $r = 0.77$, $p = 0.042$; *PIEZO2* versus *MAF*, $r = 0.77$, $p = 0.042$) (Figure 4A; Table S1) (Dhandapani et al., 2018; Kobayashi et al., 2005; Lallemand and Ernfor, 2012; Wende et al., 2012). Similarly, *PIEZO2* positively correlated with the mechanoreceptor marker heavy-chain neurofilament *NEFH* (NF200) and the calcium-binding protein *S100β* (*PIEZO2* versus *NEFH*, $r = 0.72$, $p = 0.069$; *PIEZO2* versus *S100β*, $r = 0.86$, $p = 0.013$) (Figure 4A; Table S1). In duck bill skin, touch is detected by Grandry and Herbst corpuscles, the analogs of the mammalian Meissner and Pacinian corpuscles, respectively. The corpuscles are tuned to detect transient touch and vibration and are innervated by rapidly adapting Aβ-type trigeminal mechanoreceptors (Gottschaldt, 1974; Schneider et al., 2017). *NTRK2* (TrkB) is critical for rapidly adapting mechanoreceptor development and function and is expressed in nerve terminals and lamellar cells of Pacinian and Meissner corpuscles (Cabo et al., 2015; Calavia et al., 2010; Dhandapani et al., 2018). In mice, the deletion of *MAF* (c-MAF) decreases the number of Meissner

and Pacinian corpuscles and attenuates corpuscle function (Wende et al., 2012). In humans and mice, *S100β* is expressed in both neuronal and somatic components of Meissner and Pacinian corpuscles (Fleming et al., 2016; García-Suárez et al., 2009; Gonzalez-Martinez et al., 2003; Heidenreich et al., 2011; Luo et al., 2009). Thus, the positive correlation between *PIEZO2* with these molecules is consistent with their role in light touch detection by rapidly adapting mechanoreceptors.

Conversely, *PIEZO2* expression strongly and negatively correlated with *NTRK1* (TrkA), a receptor tyrosine kinase required for proper development of most C-type nociceptors and temperature receptors (*PIEZO2* versus *NTRK1*, $r = -0.79$, $p = 0.034$) (Figure 4B; Table S1) (Lallemand and Ernfor, 2012). We also found a strong negative correlation between *PIEZO2* and *TAC1*, the precursor of the nociceptive neuropeptide substance P, and *TRPA1*, the principal sensor of heat in birds and reptiles (*PIEZO2* versus *TAC1*, $r = -0.81$, $p = 0.027$; *PIEZO2* versus *TRPA1*,

$r = -0.82$, $p = 0.023$) (Gracheva and Bagriantsev, 2015; Kurganov et al., 2014; Saito et al., 2014). Furthermore, *PIEZO2* expression negatively correlated with the voltage-gated sodium channel *SCN9A* (Na_v1.7), a major contributor to action potential generation in nociceptors (*PIEZO2* versus *SCN9A*, $r = -0.87$, $p = 0.010$) (Figure 4B; Table S1) (Minett et al., 2012; Tanaka et al., 2017; Yang et al., 2017). Altogether, these data strongly support the notion that trigeminal mechanoreceptor expansion occurring at the expense of nociceptors and thermoreceptors is a general strategy employed by tactile foraging species.

DISCUSSION

In this study, we combined electrophysiology, histochemistry, and transcriptomics to analyze trigeminal ganglia from a panel of tactile foraging birds to identify cellular and molecular prerequisites of mechanosensory specialization. Our study reveals several key trends: (1) the proportion of mechanosensitive neurons in TG is higher in tactile specialist ducks than in visually foraging birds such as chicken (Schneider et al., 2014, 2017), (2) the proportional expansion of trigeminal mechanoreceptors occurs via neurons that exhibit MA current with intermediate

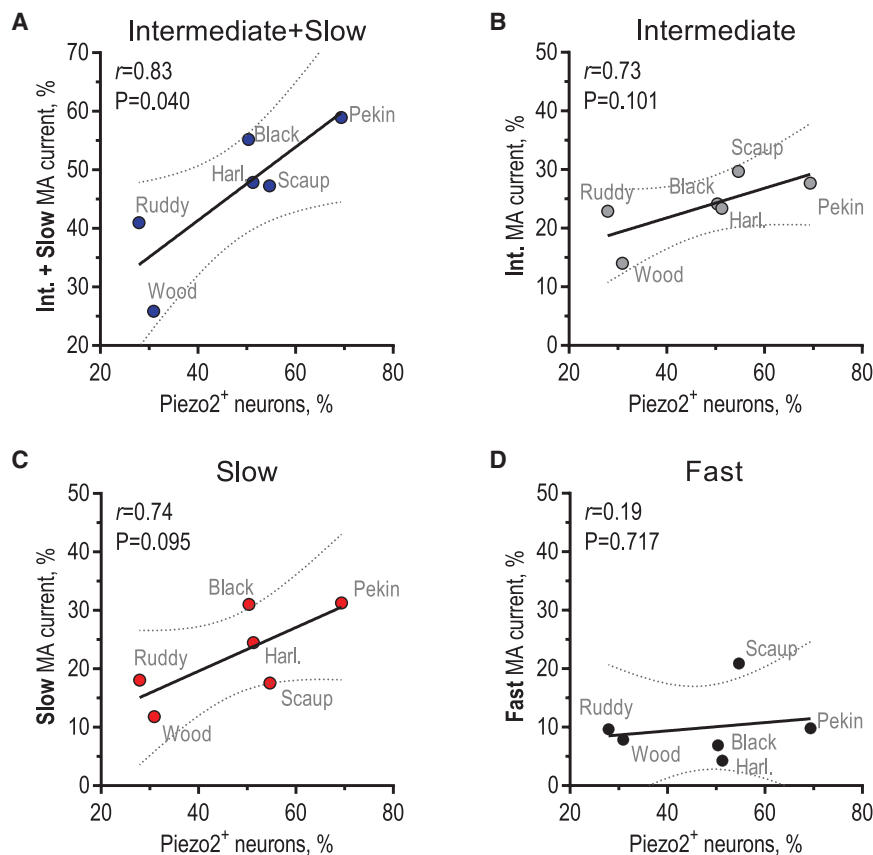

Figure 3. Neurons with Intermediate and Slow Mechanocurrent Positively Correlate with Abundance of Piezo2⁺ Cells

(A–D) Correlation between the percentage of Piezo2-expressing neurons in duck TG (shown as the average from 1,610–3,876 total neurons from 7–17 TG sections) and the percentage of neurons with intermediate and slow (A), intermediate (B), slow (C), and fast (D) MA current, fitted to the linear equation. r is the Pearson correlation coefficient, P is the probability that observed variation results from random sampling, and dotted lines show the 95% confidence interval. Data were collected from 2–6 birds for each species. See also Figure S3.

Accordingly, in contrast to the wide bill of Pekin duck, wood duck has a narrow, beak-like bill, most suitable for grabbing small objects such as acorns, their preferred food. The smaller bill also implies a smaller tactile area. Consistently, we found that wood duck has the lowest proportion of mechanoreceptors and Piezo2-expressing neurons in TG. We therefore speculate that in this sense, wood duck is closer to visual foragers such as chicken than to tactile foragers such as Pekin and black ducks. However, all ducks employ tactile-based foraging to some extent and exhibit more abundant representation of mechanoreceptors than the strictly visually foraging chicken.

and slow kinetics of inactivation and express the Piezo2 ion channel, and (3) Piezo2 expression positively correlates with markers of mechanosensitivity and negatively correlates with markers of thermo- and nociception. These trends suggest a common mechanism employed by Anatidae waterfowl to potentiate mechanosensation in the bill.

Tactile-based feeding behavior implies that an organism can preferentially rely on using the sense of mechanical touch for foraging rather than other senses, such as olfaction and vision. Pekin duck is particularly adept at this task, because it is able to forage in complete darkness, solely relying on mechanosensitivity. As such, and for logistical reasons, Pekin ducks present an attractive animal model with which to study the cellular and molecular basis of the sense of touch in glabrous skin (Schneider et al., 2014, 2017). Here, we show that Pekin duck has the highest proportion of mechanically sensitive neurons, Piezo2-expressing neurons, and the highest level of *PIEZO2* mRNA in TG among the seven duck species tested. Our findings agree with the earlier observations that duck bill skin contains a high density (up to 170 per square millimeter) of Grandry (Meissner) and Herbst (Pacinian) mechanosensory corpuscles (Berkhoudt, 1980; Schneider et al., 2017), which require rapidly adapting trigeminal mechanoreceptors for development and function (Gottschaldt, 1974; Saxod, 1996).

Unlike Pekin duck, wood duck often uses the pecking technique for foraging, which primarily relies on visual cues.

and slow kinetics of inactivation and express the Piezo2 ion channel, and (3) Piezo2 expression positively correlates with markers of mechanosensitivity and negatively correlates with markers of thermo- and nociception. These trends suggest a common mechanism employed by Anatidae waterfowl to potentiate mechanosensation in the bill.

Our results also indicate the existence of a trade-off in the increasing proportions of Piezo2⁺ mechanoreceptors that comes at the expense of other groups of sensory neurons. While the exact mechanism is unclear, it involves a differential expression of neurotrophic growth factor receptors *NTRK2* (TrkB) and *NTRK1* (TrkA), which drive the differentiation of neuronal precursors into mechanoreceptors versus nociceptors and thermoreceptors, respectively (Lallemend and Ernfor, 2012). In both late-embryonic and adult Pekin duck TG, *NTRK2*⁺ neurons greatly outnumber *NTRK1*⁺ cells (Schneider et al., 2017). Here, our correlative analysis from seven bird species shows a significant positive correlation of the expression of *PIEZO2* with *NTRK1* and a negative correlation with *NTRK2*, suggesting that the trade-off mechanism is a general phenomenon among Anatidae. Although most Piezo2⁺ neurons in duck TG are mechanoreceptors, a small fraction could represent nociceptors, in agreement with the findings that in addition to its major role in light touch detection, Piezo2 contributes to the development of mechanical allodynia and hyperalgesia (Murthy et al., 2018; Prato et al., 2017; Szczot et al., 2017, 2018). Whether the proportional reduction in nociceptors in duck TG correlates with physiological sensitivity to these stimuli is unknown and remains to be determined. It is possible to envision that even a small number of receptors could be sufficient to detect minute changes in temperature or to signal pain.

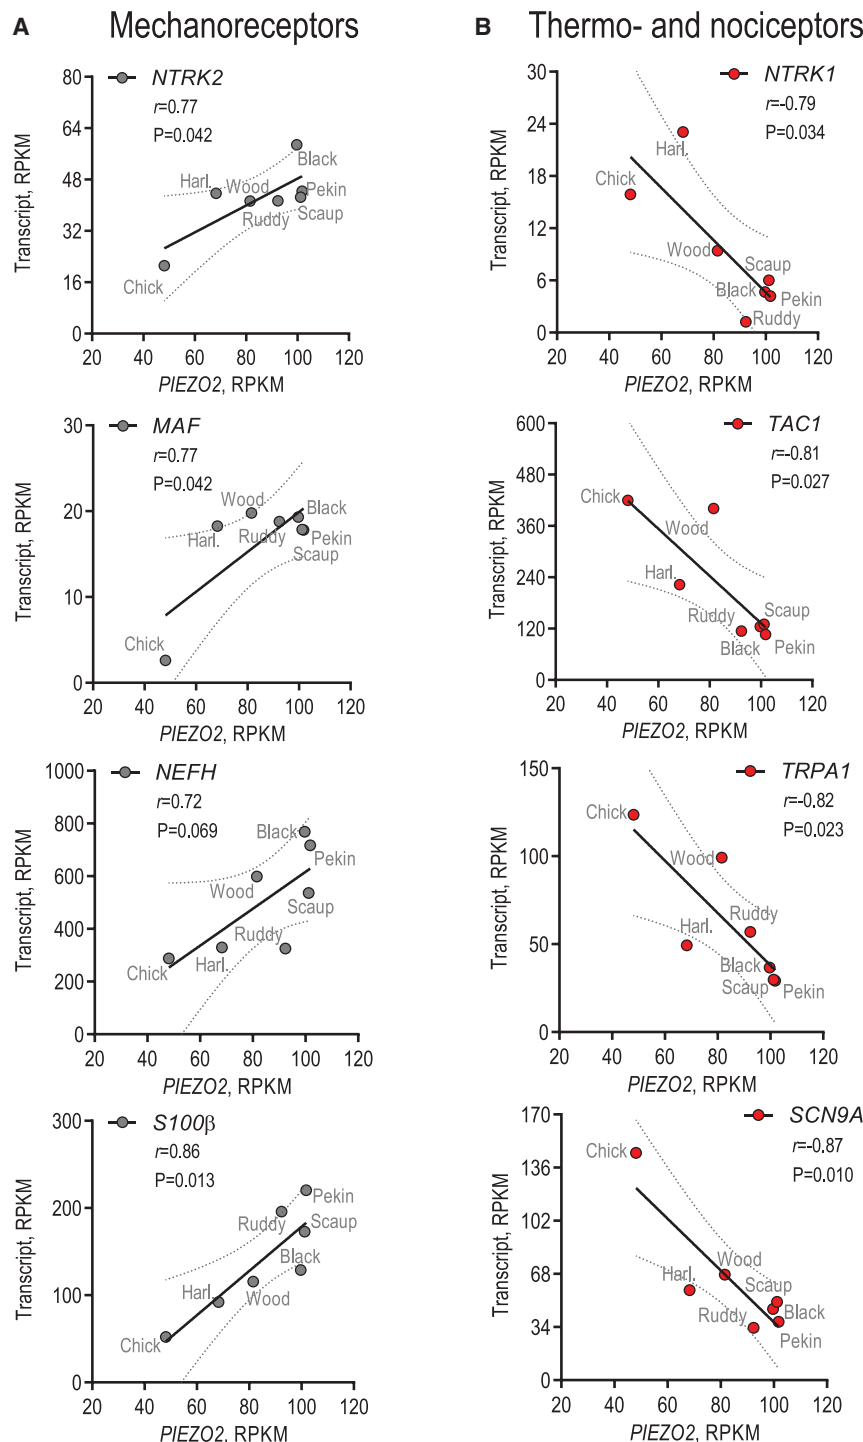

Figure 4. Correlation of *PIEZO2* Expression with Markers of Mechanoreceptors, Thermoreceptors, and Nociceptors

(A and B) Shown are correlations between the levels of expression of *PIEZO2* and markers of mechanoreceptors (A) or thermoreceptors and nociceptors (B), fitted to the linear equation. Data shown as the average from TGs from three birds for each species. RPKM, reads per kilobase of transcript length normalized per million of total reads. r is the Pearson correlation coefficient, P is the probability that observed variation results from random sampling, and dotted lines show the 95% confidence interval.

See also Figure S4 and Table S1.

covered with glabrous skin and containing hundreds of mechanosensory end organs per square millimeter (Catania, 2011; Catania and Rempel, 2005). Behavioral studies showed that capsaicin, a chemical that activates mammalian nociceptors, fails to elicit nocifensive response when applied to the star organ, but not to the hindpaw. Functional and histological analysis of trigeminal ganglia versus dorsal root ganglia agree with behavioral data, suggesting the possibility of a TG-specific expansion of mechanoreceptors at the expense of thermo- and nociceptors (Gerhold et al., 2013). Thus, the trends we identified here at the level of primary afferents in Anatidae could be true for tactile specialists from other clades of vertebrates, providing a fascinating example of convergent evolution (Schneider et al., 2016).

The magnitude and duration of MA current are important determinants of mechanosensory neurons. Piezo2 mediates MA current with fast kinetics of inactivation (Anderson et al., 2017; Ranade et al., 2014, 2015). In Pekin TG, the down-regulation of Piezo2 diminishes the amplitude of intermediately and slowly inactivating MA current, suggesting that the channel has evolved to produce a higher degree of depolarization in response to a mechanical stimulus of the same magnitude (Schneider et al., 2017). Here, our analysis of seven duck species reveals a

significant positive correlation between the abundance of Piezo2-expressing neurons and the number of neurons with intermediate and slow MA current. These data suggest the existence of a general molecular strategy in waterfowl that prolongs the duration of Piezo2-mediated MA current. Such mechanisms, which remain to be determined, could include modification of

With their high density of corpuscles in the bill and sophisticated feeding behavior (Zweers, 1977), many Anatidae birds are among the most capable tactile specialists (Schneider et al., 2016). In this sense, ducks rival the undisputed champion in tactile foraging, the star-nosed mole (*Condylura cristata*). The mole has 22 sensory appendages surrounding the nostrils

Piezo2 by splicing, interaction with regulatory proteins, or membrane lipid environments (Anderson et al., 2018; Coste et al., 2015; Lewis and Grandl, 2015; Qi et al., 2015; Szczot et al., 2017; Wu et al., 2017; Zheng et al., 2019).

The neuroethological basis of tactile foraging behavior is complex; in addition to numerical expansion of mechanoreceptors in TG and modification of Piezo2 function, it likely involves molecular tuning at various levels of the peripheral nervous system and the CNS (Gutiérrez-Ibáñez et al., 2009; Wylie et al., 2015). These could involve innervation density in the bill skin, receptive field area size and sensitivity, morphological features of the bill, and central representation and processing, which remain to be explored.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - Patch-clamp electrophysiology in neurons
  - Ratiometric live-cell calcium imaging
  - RNA *in situ* hybridization
  - Transcriptome analysis
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

SUPPLEMENTAL INFORMATION

Supplemental Information can be found with this article online at <https://doi.org/10.1016/j.celrep.2019.01.100>.

ACKNOWLEDGMENTS

We thank members of the Gracheva and Bagriantsev laboratories for their contributions throughout the project, Kate McGrew and Alicia Berlin from the USGS Patuxent Wildlife Research Center, Nick Tiberio from Livingston Ripley Waterfowl Conservancy, and the Metzger Farms staff for providing bird eggs. E.R.S. is a postdoctoral fellow of the Arnold and Mabel Beckman Foundation. E.O.A. is an Edward L. Tatum fellow and was partially supported by the Gruber Foundation. V.V.F. is a James Hudson Brown-Alexander B. Coxe fellow. This study was partly funded by NIH grant 1R01NS091300-01A1 (to E.O.G.), NSF CAREER grant 1453167 (to S.N.B.), and NIH grant 1R01NS097547-01A1 (to S.N.B.).

AUTHOR CONTRIBUTIONS

E.R.S., E.O.A., V.V.F., M.M., Y.A.N., E.O.G., and S.N.B. designed and performed experiments and collected and analyzed data. E.O.G. and S.N.B. wrote the paper, with contributions from all authors. E.O.G. and S.N.B. conceived the study and provided guidance and supervision throughout the project.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: October 31, 2018
Revised: December 20, 2018
Accepted: January 25, 2019
Published: February 19, 2019

SUPPORTING CITATIONS

The following references appear in the Supplemental Information: Buckner et al. (2018); Gonzalez et al. (2009).

REFERENCES

- Anderson, E.O., Schneider, E.R., and Bagriantsev, S.N. (2017). Piezo2 in cutaneous and proprioceptive mechanotransduction in vertebrates. *Curr. Top. Membr.* 79, 197–217.
- Anderson, E.O., Schneider, E.R., Matson, J.D., Gracheva, E.O., and Bagriantsev, S.N. (2018). TMEM150C/Tentonin3 is a regulator of mechano-gated ion channels. *Cell Rep.* 23, 701–708.
- Avilova, K.V. (2017). The feeding behavior of the mallard (*Anas platyrhynchos*) in the darkness. *Sens. Syst.* 37, 139–143.
- Avilova, K.V. (2018). Spatial organization of the epithelial structures in the bill tip organ of waterfowl (Anseriformes, Aves). *Biol. Bull. Rev.* 8, 234–244.
- Avilova, K.V., Fedorenko, A.G., and Lebedeva, N.V. (2018). The mechanoreceptor organs of the lamellirostral birds (Anseriformes, Aves). *Biol. Bull.* 45, 51–60.
- Berkhoudt, H. (1980). The morphology and distribution of cutaneous mechanoreceptors (Herbst and Grandry corpuscles) in bill and tongue of the mallard (*Anas platyrhynchos* L.). *Neth. J. Zool.* 30, 1–34.
- Bolger, A.M., Lohse, M., and Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30, 2114–2120.
- Buckner, J.C., Ellington, R., Gold, D.A., Jones, T.L., and Jacobs, D.K. (2018). Mitogenomics supports an unexpected taxonomic relationship for the extinct diving duck *Chendytes lawi* and definitively places the extinct Labrador duck. *Mol. Phylogenet. Evol.* 122, 102–109.
- Cabo, R., Alonso, P., San José, I., Vázquez, G., Pastor, J.F., Germanà, A., Vega, J.A., and García-Suárez, O. (2015). Brain-derived neurotrophic factor and its receptor TrkB are present, but segregated, within mature cutaneous Pacinian corpuscles of *Macaca fascicularis*. *Anat. Rec. (Hoboken)* 298, 624–629.
- Calavia, M.G., Feito, J., López-Iglesias, L., de Carlos, F., García-Suarez, O., Pérez-Piñera, P., Cobo, J., and Vega, J.A. (2010). The lamellar cells in human Meissner corpuscles express TrkB. *Neurosci. Lett.* 468, 106–109.
- Catania, K.C. (2011). The sense of touch in the star-nosed mole: from mechanoreceptors to the brain. *Philos. Trans. R. Soc. Lond. B Biol. Sci.* 366, 3016–3025.
- Catania, K.C., and Remple, F.E. (2005). Asymptotic prey profitability drives star-nosed moles to the foraging speed limit. *Nature* 433, 519–522.
- Coste, B., Crest, M., and Delmas, P. (2007). Pharmacological dissection and distribution of Na⁺/Nav1.9, T-type Ca²⁺ currents, and mechanically activated cation currents in different populations of DRG neurons. *J. Gen. Physiol.* 129, 57–77.
- Coste, B., Mathur, J., Schmidt, M., Earley, T.J., Ranade, S., Petrus, M.J., Dubin, A.E., and Patapoutian, A. (2010). Piezo1 and Piezo2 are essential components of distinct mechanically activated cation channels. *Science* 330, 55–60.
- Coste, B., Murthy, S.E., Mathur, J., Schmidt, M., Mechoukhi, Y., Delmas, P., and Patapoutian, A. (2015). Piezo1 ion channel pore properties are dictated by C-terminal region. *Nat. Commun.* 6, 7223.
- Dhandapani, R., Arokiaaraj, C.M., Taberner, F.J., Pacifico, P., Raja, S., Nocchi, L., Portulano, C., Franciosa, F., Maffei, M., Hussain, A.F., et al. (2018). Control of mechanical pain hypersensitivity in mice through ligand-targeted photoinactivation of TrkB-positive sensory neurons. *Nat. Commun.* 9, 1640.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21.
- Drobney, R.D., and Fredrickson, L.H. (1979). Food selection by wood ducks in relation to breeding status. *J. Wildl. Manage.* 43, 109–120.

How the deposited data were processed for this re-analysis (not part of the article)

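RNA from the trigeminal ganglia of 21 late embryos was sequenced by the authors, with 3 birds in each of 6 duck species and chicken. According to the paper and the submitters' processing notes, the authors trimmed the reads with Trimmomatic 0.36, aligned them with STAR 2.5.4b to both the duck genome (BGI_duck_1.0) and the chicken genome (GRCg6a), counted reads over protein-coding genes with featureCounts of Subread 1.6.2 and made RPKM values with edgeR 3.22.3. The authors deposited RPKM values as 1 table with 1 column per species, each the mean over the 3 birds, after joining the duck and chicken gene lists by symbol. A column of the table states whether a gene stands in both annotations or in one alone. Joining by symbol can set genes side by side that differ in annotated length or completeness, and a duck read aligned to the chicken genome can be lost where the sequences differ, so ratios of ducks to chicken depend on the annotation as well as on the RNA. Genes with several copies carry a suffix to the symbol (371 symbols), and their reads may be shared between copies.

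The design fixed before the data were examined assumed values for each bird. Since the table holds species means, the limma contrasts, the tests of gene lists within them, the exact tests of 3 birds against 3, the leaving out of single birds, the median of the birds and the correlation within species could not be run. In their place, the 6 ducks against chicken and Pekin duck against wood duck are given as log2 ratios of RPKM with a pseudocount of 1, without a test, and a gene list is described by the percentile of its median among 10000 random lists matched on mean expression. The depth of each bird is not in the table. Its lowest values, each a mean over birds, were looked at briefly for a step of 1 read. No single step per species was seen, and the reason was not tested. No interval is given for any level. The libraries were pooled on sequencing lanes, and the labels do not say which birds shared a lane, so a lane effect was not tested. Where an SD is given, it is the spread between the 6 duck species.

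Correlations with *PIEZO2* were computed across species means, for genes with a mean of at least 1 RPKM over the 7 species (12497 genes, *PIEZO2* included). The two-sided exact p is the share of all assignments of the *PIEZO2* values to the species with an *r* at least as large in size, and the smallest p is 0.0002 for 7 species and 0.0014 for the 6 ducks. It does not allow for the relatedness of the species. Adjustment was by Benjamini-Hochberg over the 8 markers, over all genes or over the members of a list. For 17 gene lists fixed at the same time as the design, the median *r* was compared with that of all genes over the same assignments, which keeps the correlation between genes. The genes named in the text are *PIEZO2*, the 8 markers, the 10 highest and 10 lowest *r* at an exact p under 0.05 with the same sign among the ducks and a named symbol, and from each list up to 4 members of largest size and members that go against the rest. Some genes that fall under this rule, and results that need them, are not reported here. Values of the paper's Table S1 and Figure 4 had been seen when this rule and the lists were written. For Table S1 these were the rows of highest *r*, down to 0.625, so known positive values may have shaped the lists. The part of the rule that named genes of the contrasts needed tests over birds. Genes of largest ratio, above 0 in all 7 species and, against chicken, with all ducks on one side, were taken instead, a choice made after the table was seen.

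Alternatives set with the design were the log2 scale, rank correlation, the 6 ducks alone, leaving out each duck species in turn, leaving out the 2 species farthest in *PIEZO2*, scaling by the median ratio over 10053 genes above 1 RPKM in all species, division by the geometric mean of 13 pan-neuronal genes, the t distribution, other filters (none, or a mean of at least 5 RPKM), a pseudocount of 0.1 and quantile normalization. Of the 13 pan-neuronal genes, 6 stand in the chicken annotation alone, so values after this division depend on the annotation as well as on the RNA. Only genes in both annotations, genes above 0 in all 7 species and leaving out ruddy duck were added after seeing the data. A log2 ratio without a test was called moved where it changed by 0.1 or more, and a correlation was called different from the paper's where it differed by more than 0.1 or in sign. The median log2 ratio of ducks to chicken over all genes was 0.22, and 0.06 after scaling. Both limits were chosen after the data were seen, since the table gives no spread to set them by.

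The code was tested on simulated data for 12497 genes with a log2 noise of 0.25 between species. Of 100 genes that followed *PIEZO2* with a slope of 1 on the log2 scale, 76.0% were recovered at p under 0.05, and of 100 with a slope of 2, 100% were. Of unchanged genes, 4.82% passed, and 5.5% of 200 unchanged lists of 10 genes did. The noise was drawn independently for each gene and species, while real genes are correlated with one another. These shares therefore test the code and do not give the error or recovery in the real data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No genome of the builds used by the authors was at hand, so genes are given by symbol and NCBI gene number, without coordinates.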

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

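The tests of the reads lost on the chicken genome and of *MAF* were chosen after the result was seen, as was the use of slopes for *S100B*. Of 16 groups of species tested for a value far from the rest (*PIEZO2* and 7 markers, over 7 species and over 6 ducks), 3 passed, where chance gives about 1 in 20. *MAF* in chicken (2.62 RPKM) was separated from the lowest duck by 0.884 of the whole range. *SCN9A* in chicken (145 RPKM) was separated by 0.697 of the range, and *NTRK2* in black duck by 0.826 of the range among the ducks. The list of other thermo- and nociceptor genes, which the paper does not discuss, had a median *r* with *PIEZO2* of -0.665.

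The 8 marker correlations may rest on chicken, or on a different share of neuronal RNA in each species. Among the 6 ducks, the median size of *r* of the 8 markers was 0.624, and *NTRK2*, *NEFH*, *S100B*, *TAC1*, *TRPA1* and *SCN9A* kept their sign, which goes against chicken as the carrier. The median lies above the bound of 0.6 set beforehand, but leaving out each duck in turn gives 0.544 to 0.695, so whether chicken carries the correlations cannot be told apart with 6 species. For *MAF* alone, *r* among the ducks was -0.248, which a correlation carried by chicken predicts. The pan-neuronal genes had a median *r* of -0.205, which goes against more neuronal RNA in species with more *PIEZO2*. Of these 13 genes, 6 stand in the chicken annotation alone, a class lower in the ducks in general. Relative to all genes, their median was -0.343. With only genes in both annotations, an alternative added after seeing the data, it was -0.215 (exact p = 0.322). After division by the pan-neuronal genes, the median size of *r* of the 8 markers was 0.806. Dividing *PIEZO2* and a marker by the same factor can itself raise *r*, so this value does not decide the question. Foraging habit and embryonic age, which differ together with species, stay untested.

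The gap between ducks and chicken in *SCN9A* may come from duck reads lost on the chicken genome. Genes of the chicken annotation alone had a median log2 ratio that differed by -1.05 from that of genes in both annotations, as this explanation predicts. The ratio of *SCN9A* stood at the 30.6th percentile of that class, within the bounds set for it (-3.74 and 1.12). Most genes of the class lie within these bounds by definition. The percentile therefore cannot tell lost reads from a difference in RNA. Divergence of a single duck species from either genome was not tested.

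*S100B* is also expressed by glial cells, and more glial RNA in species with more *PIEZO2* could raise it. Against this, the myelinating Schwann cell genes and the glial genes had a median *r* of 0.0972 and -0.266 with *PIEZO2*, both below the bound of 0.2 set beforehand. The slope of log2 level on log2 *PIEZO2* was 1.66 for *S100B* and had a median of -0.273 over 17 glial genes (SD 0.824), of which 1 was steeper. A change within one kind of glial cell stays open.

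For the 1622 genes correlated with *PIEZO2* at an exact p under 0.05, chance cannot be excluded. In 9 of 100 drawn assignments of the *PIEZO2* values to the species, the real one included, as many genes passed, and the highest of the others gave 2300.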

How the results depend on the processing

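No paired analysis was possible because the table gives 1 mean per species, and the columns carry no replicate numbers. For the same reason, the alternatives that leave out single birds, take the median of the birds, use the correlation within species, or change the fit, spread or list correlation of a limma model were not run. Values of single reference genomes were not run either, since the table holds 1 value per gene and species. Alternatives named as added were chosen after seeing the data. The cause of each change below was not tested, except that fewer species leave fewer assignments. Depth limits cannot be given.

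*NTRK2*, *S100B*, *TAC1*, *TRPA1* and *SCN9A* passed an exact p under 0.05, and *MAF* and *NEFH* did not. In the ducks alone, *r* was 0.327 for *NTRK2*, 0.751 for *S100B*, -0.639 for *TAC1*, -0.556 for *TRPA1* and -0.631 for *SCN9A*, which no longer passed, and *MAF* turned to -0.248. Without the 2 species farthest in *PIEZO2*, *NTRK2* (0.403), *S100B* (0.551), *TAC1* (-0.890) and *SCN9A* (-0.643) no longer passed and *MAF* turned to -0.776. By rank, *NTRK2* (0.643) and *SCN9A* (-0.714) no longer passed and *MAF* gave 0. Scaling by the median ratio lost *TAC1* (-0.796) and *TRPA1* (-0.687) and let *MAF* (0.744) pass. Division by pan-neuronal genes lost *TRPA1* (-0.472) and let *MAF* (0.875) pass, as did the t distribution (0.772). The pan-neuronal divisor was largest in chicken (1.22), and 6 of its 13 genes stand in the chicken annotation alone. Leaving out each duck in turn gave ranges of 0.772 to 0.856 for *NTRK2*, 0.760 to 0.888 for *MAF*, 0.663 to 0.874 for *NEFH*, 0.842 to 0.942 for *S100B*, -0.955 to -0.783 for *TAC1*, -0.941 to -0.792 for *TRPA1* and -0.958 to -0.862 for *SCN9A*. Of these 42 values, 11 lost the call, with 720 assignments in place of those of 7 species. *NTRK2* lost it without Pekin, black, ruddy or wood duck (exact p = 0.0681, 0.0792, 0.0597 and 0.0708), *TAC1* without Pekin duck, black duck, lesser scaup or ruddy duck (exact p = 0.0889, 0.0764, 0.0736 and 0.0583) and *TRPA1* without Pekin duck, black duck or lesser scaup (exact p = 0.0653, 0.0625 and 0.0639). *NEFH* gained it without ruddy duck.

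The number of genes correlated with *PIEZO2* was 834 by rank and 507 among the ducks, and within 1.5 times of 1622 under the other alternatives. Without ruddy duck (added), 1397 were positive and 945 negative.

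List medians are given relative to all genes. Among the ducks, the lists that had passed gave 0.464 (the paper's mechanoreceptor markers) and -0.268 (other thermo- and nociceptor genes), and neither passed; the second gave -0.880 without ruddy duck (added), at p = 0.0500 by exact permutation. Mechanically gated channels passed after scaling (-0.618) and after division by pan-neuronal genes (-0.843), and pan-neuronal genes without ruddy duck (-0.580, added). Changes of sign, in lists that did not pass, were as follows. In the ducks, myelinating Schwann cell genes gave 0.0526, glial genes 0.0999, endothelial genes 0.241, fibroblast genes 0.213, erythroid genes -0.00916, immune genes 0.488 and stress genes 0.107. After division by pan-neuronal genes, myelinating genes gave 0.130, fibroblast genes 0.0247, immune genes 0.0631, muscle genes -0.120 and stress genes 0.0912. After scaling, myelinating genes gave 0.0809 and immune genes 0.000109. Without a filter, myelinating genes gave 0.0701 and central nervous system genes 0.148. On the log2 scale, muscle genes gave -0.0548 and central nervous system genes 0.00700. With only genes in both annotations (added), myelinating genes gave 0.0164 and the erythroid list, of which *CA2* was the 1 gene left, -1.13 (exact p = 0.00357). Without ruddy duck (added), myelinating genes gave 0.158 and erythroid genes -0.0337.

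For the 6 ducks against chicken, 2533 genes were at least 2-fold higher and 1511 lower. The lower count was 765 at a mean of at least 5 RPKM and 807 with only genes in both annotations (added). For Pekin duck against wood duck, 527 were higher and 308 lower. These were 903 and 472 with a pseudocount of 0.1, and 318 and 202 at a mean of at least 5 RPKM. The split moved with the scaling, to 2130 higher and 1858 lower (median ratio) and 2134 and 1743 (quantile normalization) against chicken, and to 418 and 396 between Pekin duck and wood duck (quantile normalization). For *PIEZO2*, the log2 ratio of Pekin duck to ruddy duck turned to -0.10 after scaling and -0.32 after division by pan-neuronal genes, which also moved Pekin duck to black duck to 0.15 and to wood duck to 0.54. Against chicken, scaling gave 0.83 for Pekin duck, 0.80 for black duck, 0.82 for lesser scaup, 0.26 for harlequin duck and 0.58 for wood duck. Division by pan-neuronal genes gave 1.40, 1.25, 1.38, 0.85 and 0.86 for these, and 1.72 for ruddy duck.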

Differences from the paper's values

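For *SCN9A*, the paper's text gives an *r* with *PIEZO2* of 0.87, and the value here is -0.874. The sign differs under every alternative set before the data were examined: the log2 scale, rank correlation, the 6 ducks alone, without the 2 species farthest in *PIEZO2*, without each duck in turn, scaling by the median ratio, division by pan-neuronal genes and the t distribution. The words of the same sentence and Figure 4B give a negative direction, as here, and the copy of the article in supplement 3 prints -0.87 in that sentence, which does not differ from the value here.

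For *MAF*, the paper's p is 0.042 and the exact permutation p here is 0.0964. The paper names GraphPad Prism or the rcorr tool for its p values. On the same *r* of 0.772, the t distribution gave p = 0.0421, which rounds to the paper's value. The difference therefore lies in the test used. Scaling by the median ratio (exact p = 0.0480) also falls within 1.5 times of the paper's value. The log2 scale, rank correlation, the ducks alone, leaving out the 2 species, leaving out each duck in turn and division by pan-neuronal genes do not. For *TAC1*, the paper's p is 0.027 and the exact permutation p here is 0.0429. Here too the t distribution, on the same *r*, gave a p that rounds to the paper's value (0.0268). The log2 scale, rank correlation, division by pan-neuronal genes and leaving out harlequin duck or wood duck (exact p = 0.0194 for each) also fall within 1.5 times. The ducks alone, leaving out the 2 species, leaving out any of the other 4 ducks and scaling do not. The p of the t distribution also rounds to the paper's for *NTRK2* (0.04224), *NEFH* (0.06946), *S100B* (0.01272), *TRPA1* (0.02349) and *SCN9A* (0.01014).

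The Discussion states that *PIEZO2* was correlated negatively with *NTRK2*. Here *r* was 0.771, the sign that the paper's Results give. The Discussion also counts more duck species for the *PIEZO2* level than the 6 sequenced. Pekin duck had the highest *PIEZO2* mean of these 6, at 102 RPKM, and after scaling by the median ratio ruddy duck lay above it, by 0.10 on the log2 scale.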

Other observations

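The random lists between Pekin duck and wood duck were chosen after the table was seen. Genes of mechanically gated channels and their modulators, whose levels the paper does not report apart from *PIEZO2*, did not pass as a list, but did after scaling by the median ratio (exact p = 0.0234) and after division by pan-neuronal genes (exact p = 0.00635). Of 18 measured, 13 had an *r* below 0 and 5 above 0, with a median of -0.385 (exact p = 0.0728, adjusted p = 0.250 over 17 lists), and 16 did not pass. Among the ducks, 10 were below 0 and 8 above 0, with a median of -0.0778 (exact p = 0.742). *STOM*, which encodes stomatin, averaged 52.1 RPKM in the ducks and 153 RPKM in chicken, with an *r* of -0.984 (exact p = 0.00159) and -0.956 among the ducks (exact p = 0.0111). It was the 1 gene of the list that passed when adjusted over the list alone, and none passed over all genes. *LHFPL5*, a component of the hair cell transduction complex, averaged 0.696 RPKM in the ducks and 6.04 RPKM in chicken, with an *r* of -0.82 (exact p = 0.0353). *PIEZO1* averaged 0.514 RPKM in the ducks and 1.41 RPKM in chicken and lay under the minimum of 1 RPKM.

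Between Pekin duck and wood duck, *TAC1*, *TRPA1* and *SCN9A* were higher in wood duck, as were 16 of 19 genes beyond the paper's markers (15 after division by pan-neuronal genes). The median log2 ratio of Pekin duck to wood duck was -0.43 over these 19, at percentile 0.01 of 10000 random lists matched on mean expression, and -0.24 after the division. Other neuronal lists also held more genes that were higher in wood duck, with 8 of 13 pan-neuronal genes (median -0.21, percentile 5.16) and 16 of 24 further mechanoreceptor genes (median -0.06, percentile 11.8), of which 8 were higher in wood duck after the division. Fibroblast genes were higher in Pekin duck in 9 of 9, with a median of 1.11 (percentile 100), and endothelial genes in 8 of 8, with a median of 0.49 (percentile 97.6). Glial, myelinating and central nervous system genes lay at percentiles 98.9, 97.3 and 99.96, the last with 3 genes. The erythroid, immune, muscle, W chromosome, stress and proliferation lists lay between percentiles 50.3 and 76.1. Percentiles near an end of the range were thus not particular to nociceptor genes, but those of fibroblast, endothelial and glial genes lay at the opposite end. Of the lists given here, the 19 nociceptor genes lay lowest, followed by the pan-neuronal genes at percentile 5.16. The random lists did not keep the correlation between genes of a list. These are ratios of 1 mean to another, with no replicate check. The largest ratios of Pekin duck to wood duck belonged to *ASPA*, *IL17REL* and *SLC27A3* (4.39, 3.82 and 3.59 on the log2 scale), and the lowest to *TUBAL3*, *PI16* and *IFITM1* (-4.72, -4.13 and -3.58). Between ducks and chicken, by the same measure, they belonged to *PSAP.1*, *ANK3.1* and *LEPROTL1* (9.31, 6.17 and 5.86) and to *RNASEK*, *SAP18.1* and *TNNC1* (-6.46, -6.17 and -5.72), where a suffix marks a gene with several copies and *RNASEK* is listed in the chicken annotation alone.

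The remaining lists had a median *r* with *PIEZO2* of -0.424 (endothelial genes), -0.315 (fibroblast genes), 0.243 (erythroid genes), -0.270 (immune genes), 0.240 (skeletal muscle genes), 0.0771 (central nervous system genes), 0.322 (W chromosome genes), 0.0158 (stress and immediate early genes) and -0.0988 (proliferation genes), and none had an exact p under 0.05. In the erythroid list, *CA2*, which encodes carbonic anhydrase 2, averaged 18.1 RPKM in the ducks and 48.4 RPKM in chicken, with an *r* of -0.95 (exact p = 0.000992), and in the W chromosome list *SMAD2W* had an *r* of 0.93 (exact p = 0.00377). Both passed when adjusted over the list alone. The labels do not give the sex of the birds, so a level of a W chromosome gene may reflect how many of the 3 birds were female.

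Among the ducks alone, 13 of the 19 other thermo- and nociceptor genes had an *r* with *PIEZO2* below 0 and 6 above 0. The 3 lowest, *TRPV1*, *TRPM8* and *KCNK18*, had an *r* of -0.86, -0.72 and -0.70 (exact p = 0.0486, 0.0819 and 0.128). The peripherin gene *PRPH*, listed with the pan-neuronal genes, had an *r* of 0.85 across 7 species and 0.95 among the ducks (exact p = 0.0117 and 0.0139), and *INA*, a neurofilament gene of the same list, had an *r* of -0.83 across 7 species (exact p = 0.02996). They were the 2 of 13 pan-neuronal genes with an exact p under 0.05, and none of the 13 passed when adjusted over the list alone.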
